# Cell-Autonomous Function of Runx1 Transcriptionally Regulates Mouse Megakaryocytic Maturation

**DOI:** 10.1371/journal.pone.0064248

**Published:** 2013-05-23

**Authors:** Niv Pencovich, Ram Jaschek, Joseph Dicken, Ayelet Amit, Joseph Lotem, Amos Tanay, Yoram Groner

## Abstract

RUNX1 transcription factor (TF) is a key regulator of megakaryocytic development and when mutated is associated with familial platelet disorder and predisposition to acute myeloid leukemia (FPD-AML). We used mice lacking Runx1 specifically in megakaryocytes (MK) to characterized Runx1-mediated transcriptional program during advanced stages of MK differentiation. Gene expression and chromatin-immunoprecipitation-sequencing (ChIP-seq) of Runx1 and p300 identified functional Runx1 bound MK enhancers. Runx1/p300 co-bound regions showed significant enrichment in genes important for MK and platelet homeostasis. Runx1 occupied genomic regions were highly enriched in RUNX and ETS motifs and to a lesser extent in GATA motif. Megakaryocytic specificity of Runx1/P300 bound enhancers was validated by transfection mutagenesis and Runx1/P300 co-bound regions of two key megakaryocytic genes *Nfe2* and *Selp* were tested by *in vivo* transgenesis. The data provides the first example of genome wide Runx1/p300 occupancy in maturating primary FL-MK, unravel the Runx1-regulated program controlling MK maturation *in vivo* and identify a subset of its *bona fide* regulated genes. It advances our understanding of the molecular events that upon RUNX1mutations in human lead to the predisposition to familial platelet disorders and FPD-AML.

## Introduction

The RUNX1 transcription factor (TF) is a key gene expression regulator in embryonic and adult hematopoiesis [1]. *RUNX1* resides on human chromosome 21 and is often involved in leukemia associated chromosomal translocations including 8;21 acute myeloid leukemia (AML) and 12;21 acute lymphoblastic leukemia (ALL) [2]. Cases of normal karyotype AML [3], [4] frequently involve point mutations in *RUNX1*. RUNX1 plays a key role in the development of MK [5], [6], the polyploid precursors of blood platelets, which are crucial mediators of blood clotting and homeostasis. Over-expression of RUNX1 in myeloid cell lines induces megakaryocytic differentiation [6], [7], while knockdown impairs megakaryopoiesis [8]. Moreover, Runx1 deficiency in adult bone marrow attenuated megakaryocytic maturation and reduced blood platelet numbers (thrombocytopenia) [5]. Haploinsufficiency of RUNX1, due to heterozygous loss-of-function mutations, is associated with familial platelet disorder and predisposition to acute myeloid leukemia (FPD-AML) [9], [10]. Of potential relationship, patients with trisomy 21 (Down syndrome) have a 500 fold-increased risk of developing acute megakaryoblastic leukemia (DS-AMKL/AML-M7) relative to normal individuals [11]. While the importance of RUNX1 in megakaryopoiesis is well-established [5], [12], [13] information about its role in driving the regulatory program of MK maturation and platelet formation in the *in vivo* milieu is lacking, as is the information about RUNX1-direct target genes during the advanced stages of megakaryocytic differentiation.

The murine platelet factor 4 (Pf4) is a member of the CXC chemokine family. Pf4, also known as CXCL4, is released from the alpha granules of activated platelets and is involved in platelet aggregation [14]. Ravid et al [15] have demonstrated that of all circulating blood cells in mice only platelets express Pf4. In the present work we used a transgenic mouse produced by Tiedt et al [16] in which Cre expression is mediated by a modified BAC spanning *Pf4* regulatory region resulting in expression of Cre exclusively in the megakaryocytic lineage [16].

Using MK cell lines we have recently demonstrated that RUNX1 regulates numerous target genes during megakaryocytic differentiation through sequential cooperation with GATA1, AP-1 and ETS TFs [8]. Here we used mice lacking Runx1 in MK to study the Runx1-mediated transcriptional program during normal MK cell maturation. Specific inactivation of Runx1 in maturating MK resulted in aberrant maturation and thrombocytopenia, as was also described by others upon abrogation of Runx1 activity in adult hematopoietic progenitor cells [5]. Genome wide occupancy profile of Runx1 was combined with Runx1-mediated gene expression analysis. The integrative genome occupancy and transcriptome analysis revealed a broad repertoire of Runx1 responsive genes. A subset of Runx1 bound regulatory elements was singled out by ChIP-seq of p300, an enhancer-associated co-activator previously shown to identify functional enhancers *in vivo* [17]. Enhancer functionality was validated by transfection mutagenesis, and p300/Runx1 co-bound regions upstream of two key megakaryocytic genes *Nfe2* and *Selp* [18], [19] were tested by *in vivo* transgenesis. The data provide the first genome wide analysis of Runx1 target genes in maturating primary megakaryocytes and advance our understanding on the regulatory program controlling MK maturation, platelet production and function *in vivo*. It furnishes important insights into the molecular events that lead to development of megakaryocytic pathologies upon compromised RUNX1 activity.

## Methods

### Generation of mice lacking Runx1 in maturating MK and phenotypic evaluations

Runx1*^F^* ^/*F*^/Pf4-Cre mice were created by crossing Runx1*^L^* ^/*L*^ mice [4] with Pf4-Cre transgenic mice [16]. Excision of *Runx1* exon 4 in fetal liver MK (FL-MK) was assessed by Southern blotting using primers listed in Table S2 and loss of Runx1 RNA and protein were evaluated by RT-qPCR and Western blotting, respectively. For colony forming assay, FLs of E14.5 embryos were dissected as previously described [20]. Cells were plated in Methocult methylcellulose medium (Stemcell Technologies) supplemented with mouse thrombopoietin (TPO, Sigma-Aldrich Israel 50 ng ml^−1^) and cultured for 7 days prior to colony count. Complete blood count was performed on ∼200 µl blood samples, obtained by bleeding the retro-orbital sinus, using the SYSMEX K-21 blood analyzer. Ethics Statement: All experiments involving mice were approved by the Weizmann Institute Institutional Animal Care and Use Committee (IACUC permit number.06121110-1).

### Primary mouse FL megakaryocytes

Murine FL derived mature MK were produced essentially as previously described [20]. Briefly, FL cells were derived from E14.5 embryos and cultured in DMEM medium supplemented with 10% FBS (Gibco, US), 2 mM L-glutamine and penicillin/streptomycin and TPO (50 ng ml^−1^) at 37°C and 10% CO_2_. After 7 days in culture mature MK were isolated by two sequential 2%–4% BSA gradients. FACS analysis was used to confirm over 80% purity of maturating megakaryocytes.

### Chromatin Immunoprecipitation-sequencing (ChIP-seq) and data analysis

ChIP was performed essentially as described [21]. Briefly, for each ChIP assay ∼70 E14.5 FLs were processed and chromatin from ∼5×10^7^ mature megakaryocytes was fragmented to an average size of ∼200 bp by 20 cycles of sonication (30sec each) in 15 ml tubes using the Bioruptor UCD-200 sonicator (Diagenod, US). The fragmented chromatin was immunoprecipitated using 60 µl of in house anti-Runx1 antibodies [22] or 400 µl of anti-p300 (C-20: sc-585, Santa Cruz Biotechnology). Rabbit pre-immune serum was used as ChIP control. DNA was purified using QIAquick MinElute columns (QIAGEN, US) and sequenced using Illumina HiSeq according to manufacturer instructions. Two biological repeats were conducted for each ChIP experiment and separately sequenced. For ChIP-seq analysis, Illumina sequencing short reads (36 bp) were aligned to the mouse genome (mm9) using the Eland program (Illumina). Multiple reads were discriminated, and coverage profile generated by elongating reads to 200 bp according to mapped strand. Coverage profile was analyzed in bins of 50 bp unless otherwise noted and the distribution of coverage per bin was estimated. We used percentile values from this distribution when thresholding was required as described below. Sequence analysis was performed using Runx1 and p300 bound loci (top 0.1 percentile) that were filtered to remove non-immune serum loci that displayed significant ChIP-seq coverage (top 1.0 percentile). ChIP-seq data will be deposited in a publically available database upon acceptance for publication.

### Microarray processing and analysis

RNA and was isolated using the EZ-RNA (Biological Industries, Beit Haemek Israel), according to manufacturer instructions. Purified RNA was reverse-transcribed, amplified and labeled with Affymetrix GeneChip whole transcript sense target labeling kit. Labeled cDNA from mature MK^Runx1−/−^ and MK^Runx1*L*/*L*^ was analyzed using Affymetrix mouse gene ST 1.0 microarrays, according to manufacturer instructions. Microarrays were scanned by GeneChip scanner 3000 7 G and the data was normalized using RMA. Microarray data will be deposited in a publically available database upon acceptance for publication.

### Regulatory element-reporter constructs and RT-qPCR

Genomic DNA fragments of *Nfe2, Selp, Pde3a* and *Lrrc32* regulatory elements were generated by PCR amplification of regions spanning the following coordinates: Nfe2: chr-6:103088686–103089226; Selp: chr-1:166065335–166066395; Pde3a: chr-6:141243636–141244353; Lrrc32: chr-7:105682347–105683400. 

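On mm9 the Selp fragment lies inside the gene, in an intron, with its midpoint 12033 bp from a TSS of Selp, which encodes P-selectin, an adhesion receptor of platelet alpha granules. It is 1061 bp long and has a GC content of 50.2%. The Pde3a fragment also lies in an intron of its gene, which encodes a cyclic nucleotide phosphodiesterase, 45482 bp from the TSS. It has 718 bp and a GC content of 37.2%. The Lrrc32 fragment is intergenic, 40142 bp from the TSS of Lrrc32, which encodes the receptor that holds latent TGF-beta on the cell surface. It has 1054 bp and a GC content of 52.1%. The Nfe2 coordinates were read on chromosome 15, as in Figure 7A, where the midpoint of the 541 bp lies 123 bp from a TSS of Nfe2, the gene of the p45 subunit of NF-E2, and where the mutated sequence of the methods occurs 1 time. On chromosome 6, as the methods print it, the same coordinates are intergenic and hold that sequence 0 times.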

Fragments were then cloned into the Bgl2 site of TK-promoter PGL4.73 vector (Promega, US). TFSEARCH (www.cbrc.jp/research/db/TFSEARCH.htm) identified RUNX motifs were mutated by overlap PCR (OE-PCR) using the following primers: Nfe2: ACCGCA to ATTAGA, Selp: ACCACA to ATTCCA, Pde3a: ACCACA to AGTCTA (two adjacent sites), Lrrc32: TGTGGT to TCACTT. 

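The mutagenesis primers of Table S2 for Selp, Pde3a and Lrrc32, with the mutated bases set back, match the mm9 sequence of their fragments at 1 place each. These matches give the mutated sites, and the rest of the genome was not searched for the primers. In the Nfe2 fragment, ACCGCA, the only match to the sequence that the methods print, lies on chromosome 15 from 103088934 to 103088939, in the context TACTGGTGTGACCGCAGTGGCCCCAG. In the Selp fragment, ACCACA lies on chromosome 1 from 166065592 to 166065597, in the context CCTGCCACTCACCACAGCTTCCTGTG. The Pde3a fragment has ACCACA on chromosome 6 from 141243874 to 141243879 (TTCTATTTTAACCACAAAATGTCAAG) and from 141243991 to 141243996 (CCTCACCCCGACCACAAGCTTTCCCA). In the Lrrc32 fragment, TGTGGT lies on chromosome 7 from 105683094 to 105683099 (AACCCCCGCGTGTGGTTCTGTGGTTG) and again from 105683102 to 105683107. A search of both strands for TGTGGT and TGCGGT found 3 sites in the Selp fragment, 3 in the Lrrc32 fragment, 2 in the Pde3a fragment and 1 in the Nfe2 fragment, those above included. The Selp site from 166066303 to 166066308 and the Lrrc32 site from 105682405 to 105682410 are outside the mutated sites and are parts of the full RUNX motif TGTGGTT.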

Nfe2 and Selp regulatory elements were further cloned into the Hind3 and Sph1 sites of Hsp68-GFP reporter plasmid (Bee et al, 2009). qPCR assays were performed using light cycler 480 (Roche, US) with 480 SYBR Green I Master (Roche,US). Table S2 lists the primers used for cloning of the TK promoter into Pgl4.73 vector, for genomic DNA fragments amplification, for site-specific mutagenesis and PCR.

### Definition of RUNX1 target genes

Gene expression analyses in MK^Runx1−/−^ and MK^Runx1*L*/*L*^ were compared and fold expression difference was defined as the ‘Runx1 Effect’. For computation of global statistics, genes were considered transcriptionally activated or repressed by Runx1 when displaying a minimal Runx1-dependent effect of 1.5-fold or higher. To derive the relationship between Runx1 occupancy and change in gene expression we calculated the density of Runx1 bound loci as a function of the distance from genes transcriptional start site (TSS) averaged across activated, repressed or non-responsive genes, thereby quantifying the enrichment of potential regulatory sites in these groups.

### Motifs finding and binding energy

To characterize the sequence preferences of Runx1 bound sites, we searched *de-novo* for discriminating position weight matrices (PWM) and computed their match to the sequence using their *approximated binding energy* as defined in Pencovich et al 2011 [8]. Briefly, the approximated binding energy is the integrating contributions from all positions in a given region, weighted according to the similarity of their sequence to PWM model preferences. Since the model is multiplicative, a single consensus sequence will dominate the binding energy of a region. On the other hand, several weaker sequence motifs may still combine to form a high or medium binding potential. *De-novo* motif finding was performed as previously described [8], using regions flanking Runx1 and/or p300 peaks (500 bp) compared to background samples from regions 1 kb upstream or downstream these peaks. The entire dataset was uploaded to the Gene Expression Omnibus Database (Accession Number GSE45374) at NCBI for public access (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45374).

## Results

### Runx1 is essential for maturation of megakaryocytes

Murine FL cells derived from E14.5 embryos were cultured for 7 days with thrombopoietin (TPO). Cultured primary cells were gently separated by BSA gradients (Figure 1A) to minimize damage to the fragile mature large size MK. Separated cells were highly enriched for large, CD41^+^ MK (Figure 1B and C). However, due to lack of synchrony, variations in size and morphology that reflected differences in MK maturation stage were noted (Figure 1B). Using this procedure we processed 70 E14.5 FL and collected ∼10^7^ mature MK that were subsequently used for gene expression and ChIP-seq analysis.

**Figure 1:**
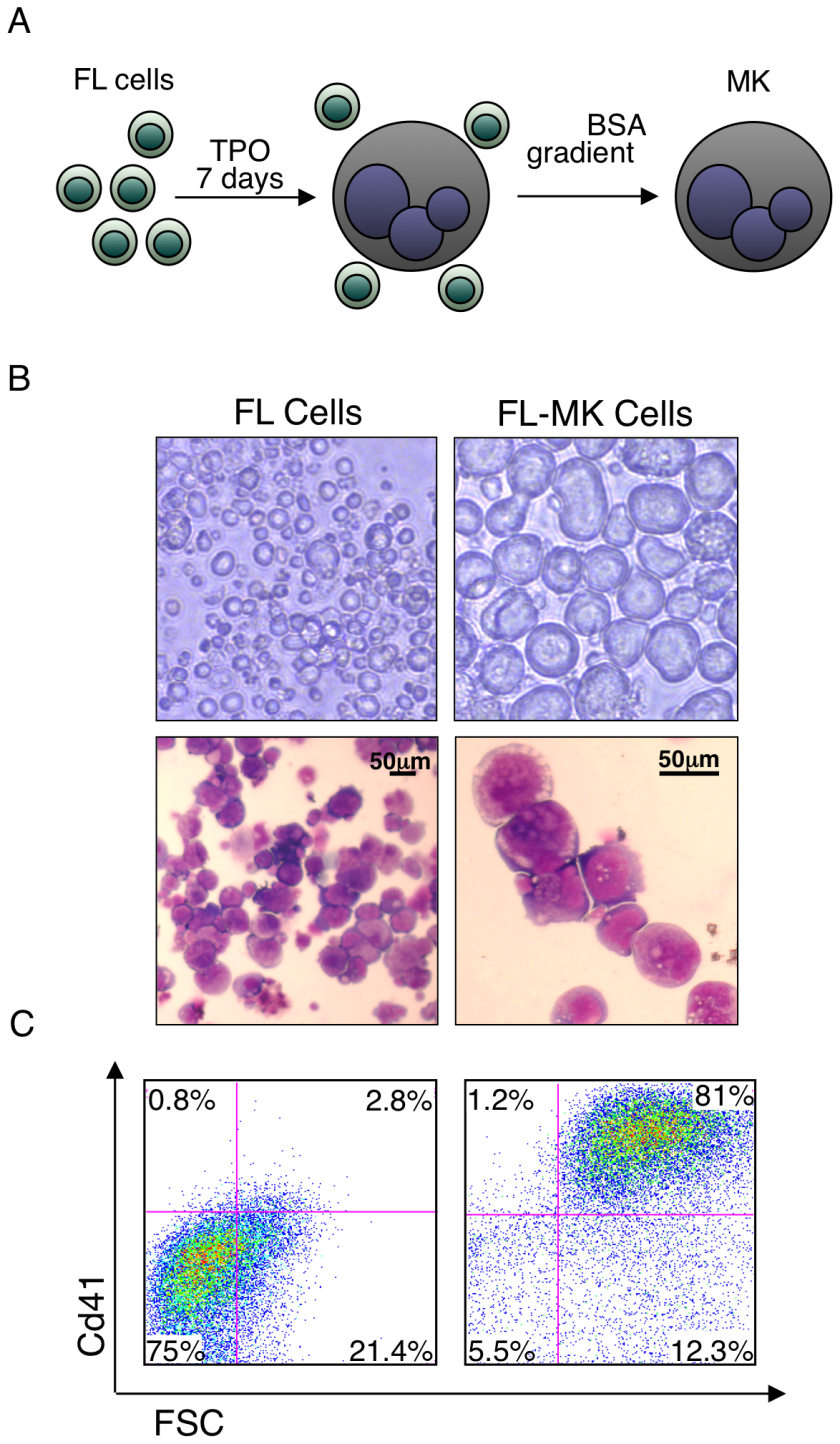
Characterization of FL derived maturating megakaryocytes. (A) Schematic representation of timeline for producing of FL-MK. E14.5 FL single cells were cultured with TPO 50 ng ml^−1^ for 7 days prior to 2%–4% BSA gradient for MK separation. (B) Upper panels; light microscopy images of upper (left) or lower (right) part of a BSA gradient fractionation of cultured 7-days FL cells. Lower panels; microscopic images of May-Grünwald-Giemsa stained cultured FL cells derived from the lower part of a BSA gradient. Upper panel images were produced with an Olympus IX71 microscope with 10×/0.3 (left) and 40×/0.6 (right) objective lenses. Lower panel images were produced with a Nikon Eclipse 800 microscope equipped with a 40×/1.25 objective lens (left) or 100×/1.25 lens (right) and numeric aperture oil objective lenses and Nikon DXM1200 digital camera with Nikon ACT-1 2.63 software.(C) Flow cytometry analysis of the FL cells shown in (B) stained with Cd41-PE antibody. The culture contains at least 80% enrichment of large size Cd41 positive MK. Shown are representative images of at least 3 biological repeats with similar results.

To assess the role of Runx1 during advanced stages of megakaryopoietic differentiation, we generated megakaryocyte-specific Runx1-deficient mice by crossing *Runx1* loxP-flanked exon 4 (Runx1*^L^* ^/*L*^) mice [4] onto Pf4-Cre transgenic mice [16]. Because Pf4 expression is confined to mature CD41^+^ MK and platelets [23], *Runx1*in these Runx1*^F^* ^/*F*^/Pf4-Cre mice was inactivated specifically in advance stages of MK maturation (Figure 2A). Thus, FL-derived primary MK obtained from Runx1*^F^* ^/*F*^/Pf4-Cre mice (FL-MK^Runx1−/−^) provided unique means for studying Runx1 function explicitly during terminal stages of megakaryocytic maturation.

**Figure 2:**
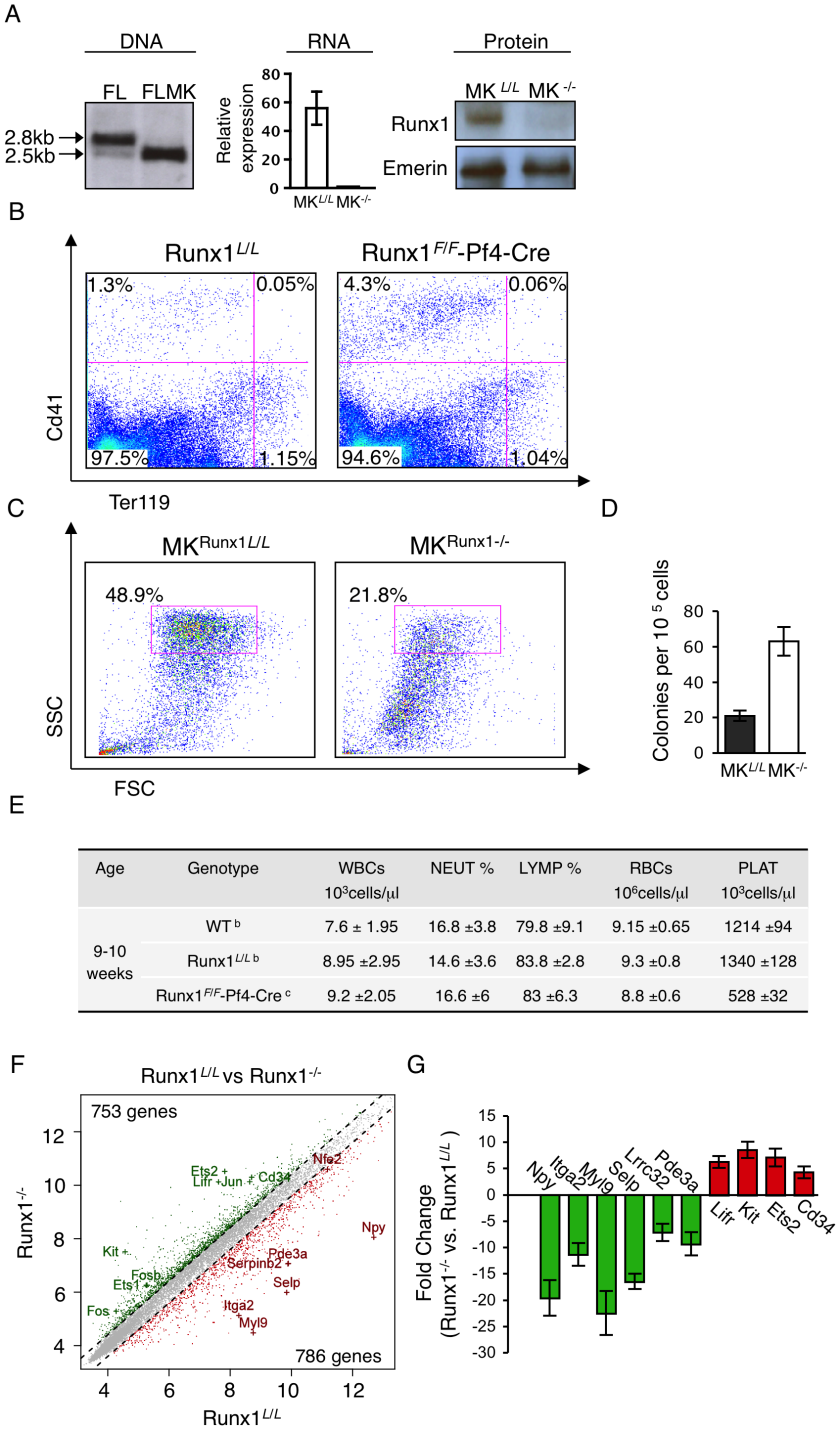
Loss of Runx1 impairs FL-MK maturation. (A) Left panel; Southern blot analysis of *BamH1* digested E14.5 FL cell DNA from Runx1*^F^* ^/*F*^-Pf4-Cre mice (FL) and mature purified FL derived MK^Runx1−/−^ (FLMK). Middle panel; RT-qPCR analysis of *Runx1* expression in MK^Runx1−/−^ relative to MK^Runx1*F*/*F*^ cells. Data represent the mean ± SD of two independent experiments performed in triplicates. Right panel; Western blot analysis of FL-MK^Runx1*L*/*L*^ (MK*^L^* ^/*L*^) and FL-MK^Runx1−/−^ (MK^−/−^) nuclear extracts using anti-Runx1 antibody. Emerin was used to monitor the amount of loaded protein. (B) FACS analysis of bone marrow (BM) cells derived from Runx1*^L^* ^/*L*^ and Runx1*^F^* ^/*F*^-Pf4-Cre mice. Cells were cultured for 3 days with TPO 50 ng ml^−1^ stained with anti-CD41-PE and anti Ter119-FITC antibodies and analyzed by FACS. (C) FACS analyses of cultured (7 days plus TPO) FL MK^Runx1*L*/L^ and MK^Runx1−/−^ by forward scatter (FSC) Vs side scatter (SSC). (D) Assessment of colony forming unit megakaryocytes (CFU-meg) of E-14.5 FL cells derived from Runx1*^L^* ^/*L*^ or Runx1^F/F^-Pf4-Cre embryos. Data represent the mean ± SD of two independent experiments performed in triplicates. Increased colony numbers in Runx1*^F^* ^/*F*^-Pf4-Cre, relative to Runx1*^L^* ^/*L*^ mice, was statistically significant [*P* = 0.002]. (E) Analysis of hematopoietic indices in blood of WT, Runx1*^L^* ^/*L*^ and Runx1*^F^* ^/*F*^-Pf4-Cre mice. Analysis was carried out using blood samples (n = 5^b^ or 8^c^) obtained by bleeding the orbital sinus: RBCs, red blood cells; WBCs, white blood cells; NEUT, neutrophils; LYMP, lymphocytes; PLAT, platelets.(F) Gene expression alterations in maturating MK lacking Runx1. Genes are plotted based on their expression level (log2 scale) in MK^Runx1−/−^ vs MK^Runx1*L*/*L*^. Genes showing 1.5-fold increase or decrease in expression levels are indicated in green or red, respectively. Examples of up/down-regulated genes known to play role in megakaryocytic differentiation and cell proliferation are indicated. (G) Validated expression levels of several Runx1 responsive genes by RT-qPCR using RNA from either FL-MK^Runx1*L*/*L*^ or FL-MK^Runx1−/−^. The data represent means ± SD of two experiments performed in triplicates.

Phenotypically, Runx1*^F^* ^/*F*^-Pf4-Cre mice displayed megakaryocytic defects similar to those previously noticed upon abrogation of Runx1 activity in hematopoietic progenitor cells [5]. The megakaryocytic lineage of Runx1*^F^* ^/*F*^/Pf4-Cre mice had a higher proliferative capacity, evidenced by increased percentage of Cd41^+^ BM cells compared to Runx1*^L^* ^/*L*^ mice (Figure 2B). On the other hand, the percentage of Ter119^+^ cells, representing the erythrocyte lineage was normal (Figure 2B). MK^Runx1−/−^ cells were smaller, less granular (Figure 2C), showed increased megakaryocytic-colony-forming ability compared to FL-MK^Runx1*L*/*L*^ (Figure 2D) and expressed lower levels of megakaryocytic markers (not shown). Finally, Runx1*^F^* ^/*F*^/Pf4-Cre mice suffer from low platelet counts in peripheral blood (thrombocytopenia) (Figure 2E), consistent with abnormal megakaryocytic maturation. Overall, Runx1*^F^* ^/*F*^/Pf4-Cre mice display a phenotype of aberrant megakaryopoiesis in which megakaryoblastic proliferation is favored over differentiation. These findings underscore the notion that in addition to its function in early megakaryopoiesis, Runx1 also plays a major role during the final stages of megakaryocytic maturation.

### Runx1 is a major gene expression regulator in maturating megakaryocytes

To directly assess the changes in gene expression underlying the contribution of Runx1 to the MK maturation defect manifested in Runx1^F/F^/Pf4-Cre mice, we analyzed FL-MK derived from Runx1*^L^* ^/*L*^ and Runx1*^F^* ^/*F*^/Pf4-Cre mice. Comparison of gene expression in FL-MK^Runx1*L/L*^ Vs. FL-MK^Runx1−/−^ revealed pronounced changes (Figure 2F), underscoring the central role of Runx1 in homeostasis of maturating megakaryocytes. In cells lacking Runx1 the expression of 1539 genes was changed, compared to FL-MK^Runx1*L*/*L*^. Of these Runx1 responding genes 786 and 753 were either down- or up-regulated, respectively (>1.5 fold, FDR<0.05). Many of the responding genes including *Itga2, Itgal, Lrrc32, Mkl, Myl9, Pde3a, Pik3cb/g, Selp and Was* are known to play a role in megakaryopoiesis and in platelet biogenesis and function (Table S1 and Refs therein, and Figure 2F and G), in good agreement with the impaired FL-MK^Runx1−/−^ maturation and the phenotype of Runx1*^F^* ^/*F*^/Pf4-Cre mice (Figure 2B-E). Furthermore, higher expression of known oncogenes such as *Bcl-2, Bcl-3*, *Bcl-6, Ets1, Ets2, Fos, Fosb, Jun, Junb and Kit* was also noted in Runx1^−/−^ cells (Table S1 and Refs therein, and Figure 2F and G), consistent with the increased proliferation of FL-MK^Runx1−/−^ and the predisposition to leukemia in humans with RUNX1 deficiency.

### Genome-wide occupancy of Runx1 and p300 in maturating megakaryocytes

Runx1 ChIP-seq assays were performed using FL-MK^Runx1*L*/*L*^ to obtain a comprehensive view of Runx1 genome occupancy in maturating MK. 

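Megakaryocytes were grown from mouse fetal livers, about 70 per ChIP, with 50 ng/ml of TPO, the growth factor of the lineage, and were collected on day 7 of culture. For the Runx1 ChIP the paper gives the genotype as Runx1 L/L, whereas the sample labels give WT. ChIP was done with an in-house antibody to Runx1 and with rabbit serum from non-immunized animals as the control. The sample labels give 1 sample per antibody, whereas the methods state 2 biological repeats per ChIP. The values therefore have no error between replicates, and regions are not replicates. According to the paper, reads of 36 bp were aligned to mm9, extended to 200 bp by strand, and counted as coverage in bins of 50 bp. Bins above a percentile of coverage that the methods state were called bound, unless the serum control passed its own, less strict percentile there. The authors' list of 21893 regions gives for each a Runx1 level and a p300 level, which are whole numbers of read coverage, and the authors' call for each factor. The library sizes behind these levels are not known, so that levels of Runx1 and of p300 are not on a shared scale. The calls were used as given. The midpoint of each region was placed on the GENCODE M1 annotation (Ensembl release 65), which is on the same build as mm9 (NCBI build 37), with 86842 TSS positions of 37273 genes. A midpoint up to 3000 bp upstream of any TSS was called promoter, then exon, intron or intergenic in this order. Confidence intervals are 95% Wilson intervals of shares of regions and cover counting error only.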

Peak-calling assessment using a permissive threshold revealed 11,089 Runx1 bound genomic loci. 

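The Runx1-bound region with the highest level, 381, was intergenic on chromosome 11, 23164 bp from the TSS of Epn2, which encodes an endocytic adaptor. A region on the same chromosome from 10176201 to 10176550 had a level of 360 and lay 37036 bp from the nearest annotated TSS. Levels of 358 and 356 were found 149 bp from the TSS of AI467606 and 3388 bp from the TSS of Tmem48, a gene of the nuclear pore. A region with a level of 263 lay 20326 bp from the TSS of Egr3, an immediate early transcription factor. A region in an intron of Arhgef12, a gene of RhoA activation that is in Table S1, had a level of 280. Across all 11089 regions marked as Runx1-bound, the median level was 28 (quartiles 23 and 40). The lowest level among them was 22, and the highest level of any other listed region was 21. At the median level or above there were 5653 regions.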

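Runx1 was bound next to the TSS of several platelet genes. A region with a level of 157 lay 204 bp from the TSS of P2rx1, an ATP-gated channel of platelets, and a region with a level of 122 lay 1324 bp from that of Ilk, the integrin-linked kinase. Nrgn, a platelet transcript that encodes neurogranin, had a region with a level of 165 at 1646 bp. Ptpn1, a tyrosine phosphatase of platelet signalling, had a Runx1-bound region 51 bp from its TSS, and the co-bound region with the highest p300 level among those nearest to it lay 91801 bp away, with a Runx1 level of 190. For Mef2c, a transcription factor of megakaryopoiesis, that co-bound region lay 159207 bp from the TSS, with a Runx1 level of 105. Of the Runx1-bound regions, 52.4% (interval 51.4 to 53.3) lay under 10 kb from the nearest TSS of any annotated transcript, 38.7% (37.7 to 39.6) at 10 to 100 kb and 8.97% (8.46 to 9.52) over 100 kb away. The share over 10 kb was 47.6%, and the median distance was 8809 bp. With protein-coding transcripts alone, an alternative chosen after the values were seen, the share over 100 kb was 15.9%.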

Location analysis of these Runx1 occupied regions relative to the nearest transcription start sites (TSSs) of annotated genes, revealed that ∼55% were placed more than 10 kb away from any TSS, and ∼20% were in “gene deserts” (above 100 kb from the nearest TSS) (Figure 3A). More specifically, ∼12% of bound sites (1154) are located within promoter regions (up to 3 kb upstream to TSS), ∼51% (5172) in intergenic regions, ∼20% (2067) in introns and ∼17% (1696) in exons (Figure 3A). 

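Strong Runx1-bound regions were found in each kind of place. Introns of Lig1, a DNA ligase, and of Tox2, an HMG-box factor, held regions with Runx1 levels of 284 and 262, and introns of Egflam and Pde4d held regions with levels of 328 and 216. A region with a level of 245 lay in the UTR of Cd3d, a subunit of the T cell receptor complex. A region with a level of 294 lay 61 bp from a TSS of Styk1. By midpoint, 3183 Runx1-bound regions (28.7%, interval 27.9 to 29.6) were in promoters, 361 (3.26%, 2.94 to 3.60) in exons, 3652 (32.9%, 32.1 to 33.8) in introns and 3893 (35.1%, 34.2 to 36.0) in intergenic sequence. Where a midpoint met the definition of promoter and of exon, it counted as promoter. With the exon ranked before the promoter, chosen after the values were seen, 9.14% were in exons and 22.8% in promoters, and with 1 TSS per gene 6.32% were in exons.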

Integrative analysis of Runx1 occupancy with expression data of Runx1 responsive genes, demonstrated that genes activated by Runx1 were significantly enriched for Runx1 occupancy within 20 kb around their TSSs (Figure 3B), whereas among the repressed genes Runx1 binding was enriched at a somewhat more distal region (60 kb to 100 kb around the TSS) (Figure 3B). Collectively, the data indicate that in maturating MK Runx1 regulates its target genes primarily through binding to long-range regulatory elements and suggest a distance related distinction between up- or down-regulated target genes.

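Genes that the paper lists as activated by Runx1 had Runx1-bound regions near their TSSs more often than other genes. Of the 72 activated genes of Table S1 found in the annotation, 49 (68.1%, interval 56.6 to 77.7) had a Runx1-bound region within 20 kb, against 30.4% of 22108 other protein-coding genes (odds ratio 4.88, Fisher's exact test, two-sided, p = 6.05e-11). They had 3.05 times as many regions per gene as the others (permutation p = 0.0001, the smallest that 10000 draws of random genes can give). Slc6a4, the serotonin transporter of platelets, had 5 such regions, as did Ilk. Tgfb1, which encodes the cytokine TGF-beta1 stored in platelets, had 4. Of the 39 repressed genes, 20 (51.3%, interval 36.2 to 66.1) had a region within 20 kb (odds ratio 2.41 against other genes, exact p = 0.00794), with 2.13 times as many regions per gene (permutation p = 0.0011). Egr1, an immediate early transcription factor, had 5 and Mthfr, an enzyme of folate metabolism, had 3. At 60 to 100 kb, repressed genes had 1.54 times as many regions per gene as other genes (permutation p = 0.0434), although the share of genes with a region there did not pass the test (Fisher's exact p = 0.0971). Activated genes had 1.35 times as many (permutation p = 0.0668). Among the repressed genes, Pbx1, a homeobox factor, had 5 regions at 60 to 100 kb and 0 within 20 kb, and Lifr, the leukemia inhibitory factor receptor, had 3 and 1. A direct comparison of activated with repressed genes gave an odds ratio of 2.02 within 20 kb (exact p = 0.102) and of 0.899 at 60 to 100 kb (exact p = 0.844). It passed the test in a window of 50 kb (2.77, exact p = 0.0325), but not in windows of 10 kb (1.15, exact p = 0.841) or 100 kb (1.97, exact p = 0.317). The genes of Table S1 were chosen by the authors for known functions, so that these counts describe that list. The other genes were all remaining protein-coding genes, whether expressed in these cells or not. The comparisons with them therefore cannot tell a response to Runx1 from expression in these cells.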

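Positions drawn at random from the sequenced part of mm9 give the shares that regions placed without preference would have. Of 96252 such positions, 72.5% lay over 10 kb from the nearest TSS, 21.9% over 100 kb and 27.5% under 10 kb. In promoters lay 6.04%, in exons 2.84%, in introns 35.0% and in intergenic sequence 56.1%. The density of Runx1-bound regions around activated genes fell from 1.36 per gene within 20 kb to 0.514 at 20 to 40 kb. Around repressed genes it was 0.949 within 20 kb, 0.410 at 20 to 40 kb, 0.538 at 40 to 60 kb and 0.487 at 60 to 80 kb, and around other genes it was 0.446 within 20 kb and 0.312 at 60 to 80 kb. These densities are means over genes, with a standard error of 0.169 for the activated and 0.204 for the repressed genes within 20 kb. From the places of the bound regions and from its own comparison with all responsive genes, the paper concludes that Runx1 regulates its targets mainly through long-range elements, and it proposes that distance separates activated from repressed targets.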

**Figure 3:**
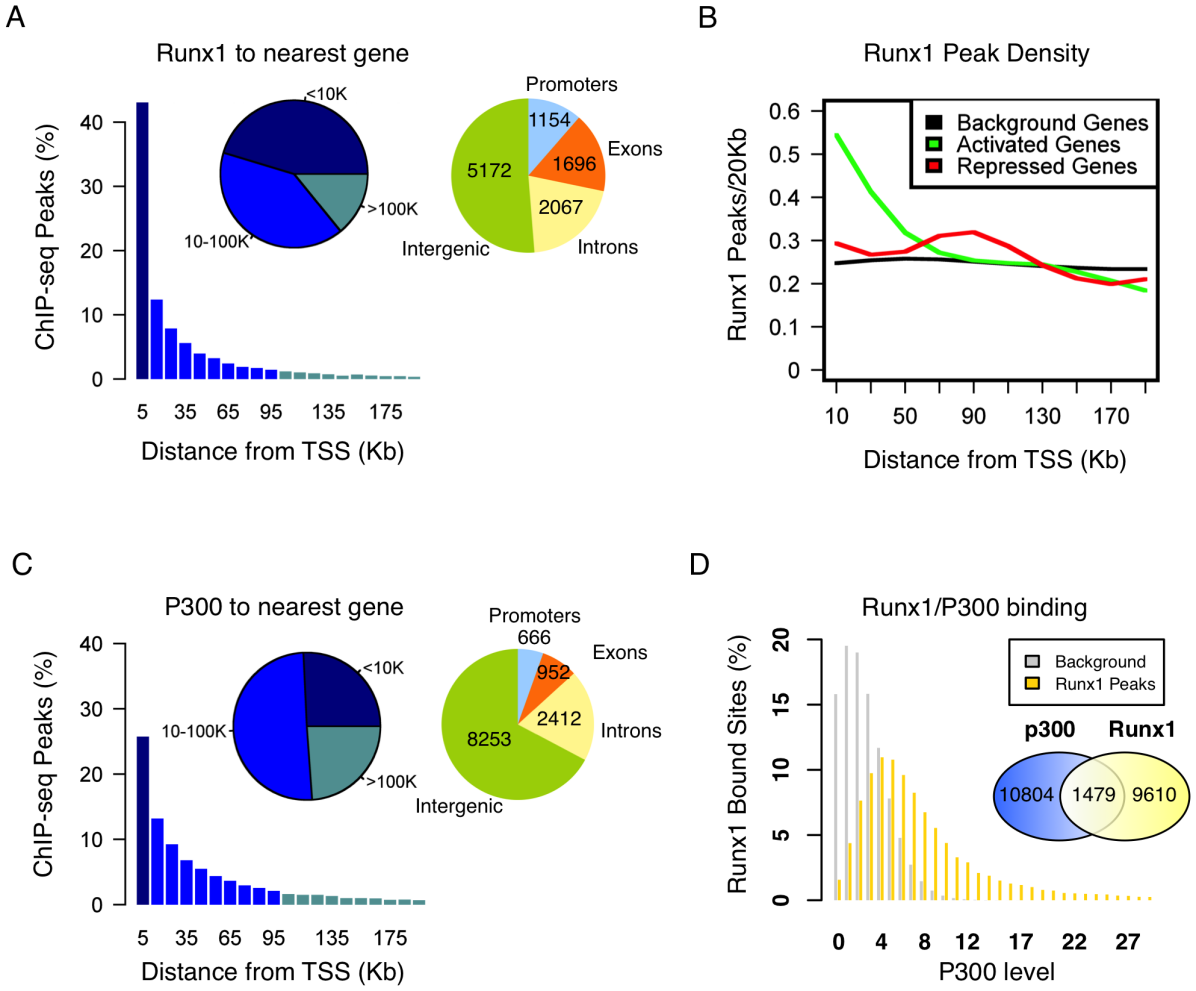
Genome occupancy of Runx1 and p300 in maturating MK. (A) Distribution of Runx1 ChIP-seq peaks relative to gene TSS. Shown are Runx1 peak frequencies relative to the distance from the nearest annotated TSS. Pie charts represent groups of peak-distances from TSS (left) and peak distributions among genomic constituents (right). (B) Enrichment of Runx1 binding in proximity of activated/repressed genes. The density (peaks/20 kb, Y-axis) of Runx1 bound sites is plotted relative to TSSs for Runx1-activated (green) or repressed (red) genes, relative to background genes (black). The enrichment of RUNX1 peaks within 20 kb of activated genes and within 60 kb–100 kb of repressed genes was significant (2.6 fold enrichment within 20 kb from TSS, P<<1e-10, and 1.4 fold enrichment within 60 kb–100 kb from TSS, P<<1e-10). (C) Genome distribution of p300 ChIP-seq peaks. Shown are frequencies of p300 peaks relative to the distance from the nearest annotated TSS. Pie charts represent groups of peak-distances from TSS (left) and peak distributions among genomic constituents (right). (D) Co-binding of Runx1 and p300 in maturating MK. Distribution of p300 ChIP-seq reads at Runx1 bound regions (yellow) and at background regions (gray). Venn diagram summarizing the overlap between Runx1 and p300 bound sites in maturating MK. Runx1 and p300 peaks, assessed from analysis of two independent ChIP-seq experiments for each. Occupied regions were defined as those that are above threshold and lack significant binding in NIS ChIP-seq.

We next performed p300 ChIP-seq using maturating FL-MK. 

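p300 is a histone acetyltransferase and coactivator that marks active enhancers and promoters. The p300 ChIP used a commercial antibody (C-20) on the same kind of culture as the Runx1 ChIP, and the labels again give 1 sample. The p300 level of each region is the authors' read coverage for that sample, without a stated scaling to library size. The authors' call marks every region with a p300 level of 18 or more and none with 17 or less. The calls were used as given, and the regions were placed on the annotation in the same way as those of Runx1. Of the p300-bound regions outside Runx1-bound regions, 83.3% (interval 82.5 to 83.9) had a level of 18 to 20, and 65.3% (64.4 to 66.1) consisted of a single bin of 50 bp. Among Runx1-bound regions without p300, 30.2% (29.2 to 31.1) consisted of a single bin.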

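Promoters were among the places with the highest p300 levels. The highest level, 346, was found 374 bp from the TSS of Brpf1, a subunit of a histone acetyltransferase complex, in a region that was also bound by Runx1. Setd1a, a histone H3 lysine 4 methyltransferase, had a region with a level of 307 at 217 bp from its TSS, and Sfswap, a splicing regulator, had 272 at 130 bp. Levels of 255 and 248 were found at Armc8 and Timm22, and a level of 253 lay 955 bp from the TSS of the nuclear RNA Malat1. At Snrnp35 and Atg13, co-bound regions had p300 levels of 226 and 191. Coding exons of Runx1 and of Runx1t1, its fusion partner in the 8;21 translocation, had levels of up to 311 and 300. The regions on these exons lay a median of 23.5 bp from the exon midpoint. For other p300-bound regions on coding exons of such length it was 70 bp (permutation test, p = 0.0087). This argues against binding of p300 to chromatin at these exons as a set. Coding exon 2 of Runx1, at 73.5 bp, was an exception. The median level of all 12283 p300-bound regions was 19 (quartiles 18 and 20).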

Peak-calling analysis applying a similar threshold as for Runx1, revealed p300 occupancy at 12,283 genomic regions. Comparison to genomic distribution of Runx1 binding disclosed significantly higher proportion of peaks at regions 10 kb away from TSS (i.e. ∼75% Vs ∼55%), but only ∼5% (Vs ∼12%), and ∼7% (Vs ∼17%) of the peaks were within promoter regions and exons, respectively (Figure 3C). 

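Regions bound by p300 were found in promoters less often than regions bound by Runx1. The share in promoters was 13.6% (interval 13.0 to 14.2) for p300, and the odds ratio of Runx1-bound over p300-bound regions was 2.57 (Fisher's exact test, two-sided, p = 1.87e-180).  Over 10 kb from any TSS lay 62.3% (61.4 to 63.1) of the p300-bound regions, and over 100 kb 14.4% (13.8 to 15.0), with odds ratios of 1.81 for the share under 10 kb (exact p = 3.76e-112) and 0.587 for that over 100 kb (exact p = 6.39e-38). Their median distance to a TSS was 17969 bp. With protein-coding transcripts alone, chosen after the values were seen, the share over 100 kb was 24.9%. Introns held 36.8% (36.0 to 37.7) of them and intergenic sequence 45.9% (45.03 to 46.8), both higher shares than for Runx1 (odds ratios 0.842, exact p = 4.12e-10, and 0.637, exact p = 2.48e-63). At or above the median level of each factor the difference for introns did not pass the test (0.949, exact p = 0.17). The share in exons was 3.70% (3.38 to 4.04) and its difference from that of Runx1 did not pass the test (odds ratio 0.877, exact p = 0.0686). With 1 TSS per gene the odds ratio for exons turned to 1.31 (exact p = 2.42e-06), and with the exon ranked before the promoter, chosen after the values were seen, to 1.51 (exact p = 7.45e-17). The co-bound regions, of which 32.6% were in promoters, count on both sides of these tests.

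**Figure D1:**
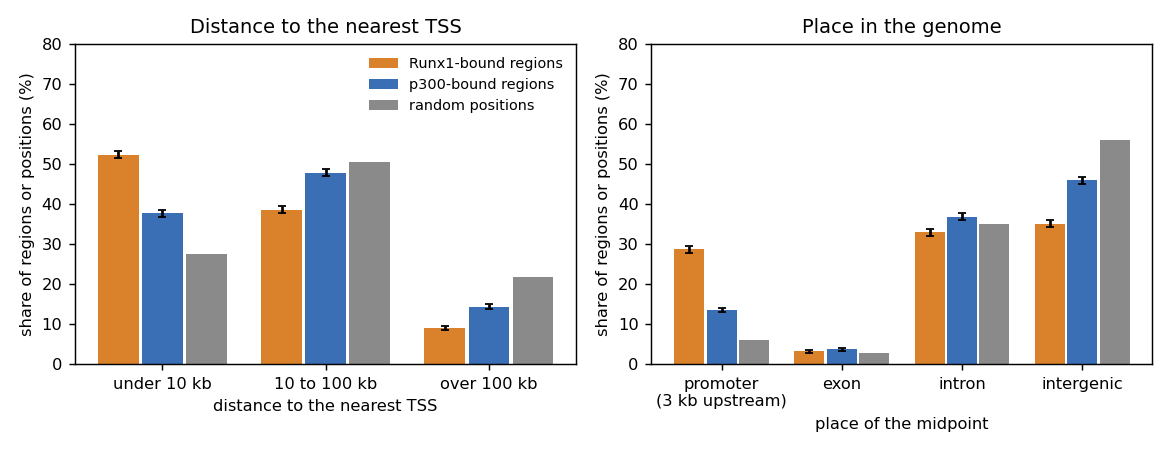
Share of Runx1-bound regions, p300-bound regions and random positions by distance to the nearest TSS and by place of the midpoint, in percent. Bars start at 0 and error bars are 95% Wilson intervals. In promoters, Runx1-bound regions stand at 28.7%, p300-bound regions at 13.6% and random positions at 6.04%.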

Approximately 25% of p300 bound regions were in “gene deserts”, ∼67% in intergenic regions and ∼20% in introns (Figure 3C). While the majority of the Runx1 bound regions were not marked by p300, 1479 genomic regions were co-bound by both Runx1 and p300 (Figure 3D). 

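Co-bound regions carried higher levels of both factors and were longer than regions bound by a single factor. Their median Runx1 level was 38, against 27 in Runx1-only regions, and their median p300 level was 21, with 12.0% of them at 31 or more against 1.34% of the p300-only regions. Their median length was 250 bp, against 150 bp for Runx1-only and 50 bp for p300-only regions (permutation test, p = 0.0001 for each difference, the smallest that 10000 permutations can give). Each listed region carries both calls, so that a longer one has more bins in which either factor can pass its threshold. The test cannot tell this from a difference in binding. Among the strongest co-bound regions by p300 level were those at the promoters of the deubiquitinase gene Usp22 (p300 level 71) and of the ribosomal protein gene Rpl27 (61), in introns of Itsn1 (62) and Synpo (61), and at the TSS of Zfat (112), a zinc finger gene. Co-bound regions made up 13.3% (interval 12.7 to 14.0) of the Runx1-bound and 12.0% (11.5 to 12.6) of the p300-bound regions. When the p300-bound regions were shifted around each chromosome, 14.0 overlaps were found on average (SD 3.71 over 1000 shifts, highest 25), so that the observed overlap was 106 times the mean (permutation p = 0.001, the smallest the shifts can give). Shifts of up to 100 kb, which keep each region near its place, gave a ratio of 48.0. The other Runx1-bound regions had a median p300 level of 9 and numbered 9610. Across all listed regions, each of which is listed for a high level of at least 1 factor, Spearman's rho of the levels was -0.497 (permutation p = 0.001). Within the co-bound regions rho was 0.157, and within Runx1-only and p300-only regions 0.372 and 0.198 (permutation p = 0.001 each, from circular shifts).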

Data analysis of Runx1/p300 ChIP-seq results using GREAT [24] indicated that ∼23% of the Runx1-responsive genes were also co-bound by p300 and provided a revealing functional annotation of the p300/Runx1 co-bound gene subset (Table 1). However, the majority of the p300/Runx1 co-bound regions (i.e. ∼73%) corresponded to genes that were not differentially expressed in FL-MK^Runx1−/−^ compared to FL-MK^Runx1*L/L*^. This subset of co-bound non-responsive genes contained several genes with major roles in MK development and platelet biogenesis including the TFs *Srf* [25], [26] and *Zfpm1/Fog1* [27], the transcriptional repressor *Gfi1b* [28], the myosin heavy chain *Myh9* [29], the glycoprotein 1b alpha (*Gp1ba*) [30] and the cytoskeletal protein *Tln*1 [31] (Figure 4). 

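Genes of platelets and megakaryocytes were over-represented among genes nearest to a co-bound region. Of 30 platelet surface receptors, 12 had such a region (odds ratio 11.1, adjusted exact p = 4.01e-07), among them Itga2b and Itgb3, which encode the integrin alphaIIb-beta3, Gp6, the collagen receptor, and Gp9. Of 29 megakaryocyte transcription factors, 13 had 1 (odds ratio 13.5, adjusted exact p = 3.25e-08), among them Fli1, Mafg, Lyl1, Hhex, Cbfa2t3 and Runx1 itself, which had 5 co-bound regions. Platelet signalling genes followed with 15 of 35 (12.5, adjusted exact p = 9.66e-09), among them Ptgs1, the target of aspirin, Fermt3, Rasgrp2 and Pik3cb, and genes of granule content with 9 of 25 (9.34, adjusted exact p = 3.37e-05), among them Vwf, Thbs1 and Slc18a2. Genes of the cytoskeleton and of proplatelet formation reached 8 of 26 (7.37, adjusted exact p = 0.00029), with Mkl1, Vcl and Zyx, and AP-1 and immediate early genes 8 of 28 (6.63, adjusted exact p = 0.000473), with Jund, Klf6 and Zfp36. The share among other genes was about 5.7% for each list. Lists of other cells and processes did not pass the test, with 0 of 21 cell cycle genes, 1 of 16 erythroid genes (Epb4.1), 2 of 20 granulocyte and macrophage genes (Cebpe and Sfpi1), 0 of 11 mast cell, 0 of 17 lymphoid and 0 of 14 hepatocyte genes, 1 of 16 neuron and muscle genes (Nefl) and 3 of 19 stem and progenitor genes. In the co-bound region with the highest p300 level, the Runx1 level was 89 at Itga2b, 78 at Itgb3, 63 at Fli1 and 80 at Vwf, and the p300 level was 51, 29, 22 and 21. Of the 111 genes of Table S1, 37 (33.3%, interval 25.3 to 42.5) had a co-bound region nearest to their TSS, against 5.58% of the other genes (odds ratio 8.47, exact p = 3.93e-19), with 27 of the activated genes (37.5%) and 10 of the repressed genes (25.6%). Tests were Fisher's exact tests, two-sided, over 22219 protein-coding genes, with Benjamini-Hochberg adjustment over 42 tests of 14 lists and the 3 kinds of regions. With the background limited to genes nearest to a Runx1-bound region, chosen after the values were seen, the cytoskeleton and AP-1 lists no longer passed (adjusted exact p = 0.0596 for each), and with any TSS within 100 kb the AP-1 list did not (adjusted exact p = 0.101). Platelet signalling kept its call with any TSS within 20 kb, at 6 of 35 genes and a lower odds ratio of 3.36 (adjusted exact p = 0.0410), and within 100 kb (5.16).

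**Figure D2:**
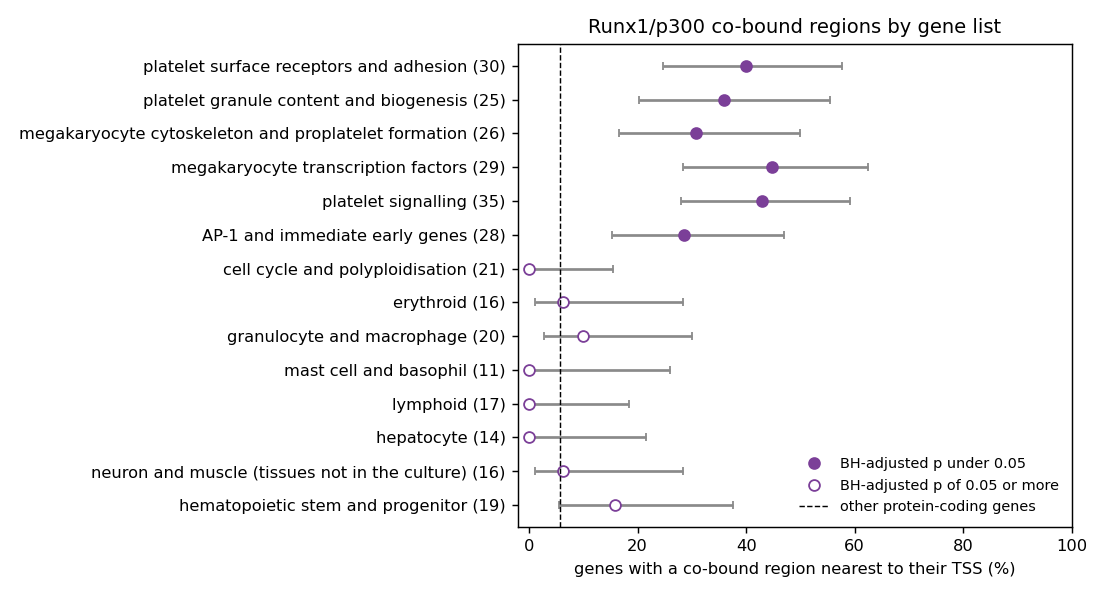
Share of the genes of each list with a co-bound region nearest to their TSS, in percent, with the number of genes in brackets. Error bars are 95% Wilson intervals, filled points passed the adjusted test, and the dashed line is the share of other protein-coding genes. The 6 lists of platelet, megakaryocyte and immediate early genes stand at 28.6% to 44.8%.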

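At Zfpm1, which encodes the GATA1 partner FOG1, the window of Figure 4 held 16 Runx1-bound regions, of which 5 were co-bound. The strongest lay in an intron of Zfpm1 on chromosome 8 from 124833101 to 124833550, with a Runx1 level of 210 and a p300 level of 43, and another lay 688 bp from its TSS (Runx1 44, p300 25). Gfi1b, a transcriptional repressor of the lineage, had 2 co-bound regions downstream of the gene, 22564 and 23714 bp from the nearest of its TSSs, from 28454651 to 28455150 (Runx1 199, p300 30) and from 28453551 to 28453950 (Runx1 139, p300 26) on chromosome 2. At Gp1ba, the von Willebrand factor receptor subunit, a co-bound region lay 98 bp from the TSS (Runx1 93, p300 42). Tln1, which encodes talin, had 3 co-bound regions around its TSSs. The strongest by Runx1 level, from 43573101 to 43573500 on chromosome 4, had a Runx1 level of 133 and a p300 level of 22. The strongest by p300 level, from 43571001 to 43571200, had 40 and 27. Myh9, the nonmuscle myosin heavy chain gene, had 2, of which that 13221 bp upstream of a TSS had a Runx1 level of 111 and a p300 level of 27, and an intronic region had 25 and 22. At Srf, the serum response factor gene, the window held 1 region, on chromosome 17 from 46693101 to 46693400 and 140 bp from the TSS, with a Runx1 level of 31 and a p300 level of 17, which the authors' call marks as bound by Runx1 alone. The paper states that these genes were co-bound and did not respond to the loss of Runx1, and names their roles in MK development and platelet biogenesis.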

Runx1 may be involved in transcription regulation of these genes during preceding or subsequent stages of MK differentiation and platelet formation.

**Figure 4:**
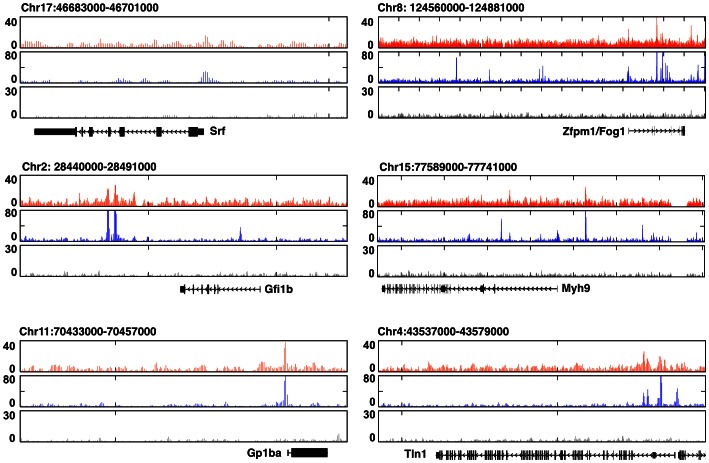
Runx1/p300 co-occupancy of several key MK gene-loci displaying unchanged expression in FL-MK^Runx1−/−^. UCSC browser normalized Runx1 (orange), p300 (blue) and non-immune serum (gray) ChIP-seq traces in maturating FL-MK surrounding the genomic loci of *Srf, Zfpm1, Gfi1b, Myh9, Gp1ba* and *Tln1.*

**Table 1:** GREAT Analysis of Runx1 and p300 co-bound genomic regions show highly significant overrepresentation of genes with important roles in megakaryopoiesis and platelet function.

Enriched term	Raw P-values	FDR Q-values
**Mouse phenotype**		
Abnormal platelet physiology	7.87 e-24	2.41 e-10
Abnormal platelet activation	5.46 e-20	1.49 e-6
Decreased platelet aggregation	2.87 e-18	1.74 e-6
Abnormal megakaryocyte progenitor cell morphology	5.78 e-15	1.13 e-5
Abnormal blood coagulation	1.28 e-16	6.68 e-8
Abnormal megakaryocyte morphology	1.73 e-14	2.32 e-4
Decreased platelet cell number	2.08 e-14	6.03 e-5
Abnormal thrombopoiesis	3.97 e-14	4.63 e-5
Abnormal megakaryocyte differentiation	1.83 e-11	4.1 e-3
**Disease Ontology**		
Blood platelet disease	4.57 e-14	3.2 e-4
Hemorrhagic disease	1.23 e-12	2.72 e-4
Blood coagulation disease	4.29 e-12	3.49 e-4
Thrombocytopenia	1.02 e-6	3.3 e-2

### Sequence specificity of Runx1 occupancy sites

To characterize the sequence specificity of Runx1 occupancy sites in maturating MK we searched for DNA sequence motifs within Runx1 bound regions in comparison to background sequences. The most prevalent sequence was the known RUNX motif TGTGGTT, which is identical to the motif found in early differentiating human megakaryocytic cell lines [8]. 

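The RUNX motif was found at the centre of Runx1-bound regions more often than beside them.  In the 500 bp around the midpoint, 28.3% (interval 27.5 to 29.2) of the Runx1-bound regions held at least 1 exact TGTGGTT on either strand, against 11.9% of windows of that size 1 kb upstream and downstream (odds ratio 2.94, Fisher's exact test, two-sided, p = 1.13e-290). The share was 29.1% in Runx1-only regions and 23.3% (21.2 to 25.5) in co-bound regions, which was lower (odds ratio 0.741, exact p = 3.77e-06, adjusted exact p = 4.11e-06 over 12 comparisons of motifs between kinds of regions). Within strata of Runx1 level, distance to the TSS and GC content this odds ratio was 0.477 (interval 0.412 to 0.552). Regions bound by p300 without Runx1 had the motif at 11.4%, against 11.9% of their flanks (odds ratio 0.946, exact p = 0.138). With the core TGTGGT the odds ratio in p300-only regions was 1.15 (exact p = 3.68e-08). RUNX motifs stood together with the ETS motif CAGGAAG in 9.34% of the Runx1-bound regions and with the GATA motif GATAAG in 6.59%. None of the 3 motifs was found in 40.3%.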

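The share of Runx1-bound regions with the RUNX motif TGTGGTT rose with the Runx1 level. It was 19.1% (interval 17.3 to 21.0) in the 1727 regions with the lowest level, 20.3% at levels 23 to 24, 25.9% at 25 to 30, 32.3% at 31 to 44 and 41.7% (39.7 to 43.8) in the 2232 regions at 45 to 381. Across the regions, which are not independent replicates, Spearman's rho between level and motif was 0.182 (permutation test, p = 0.0001, the smallest that 10000 permutations can give, for 4 motifs tested, adjusted p = 0.0001). In the flanks rho was -0.00693 (permutation p = 0.466). An exact match was counted here, not the energy of a weight matrix.

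**Figure D3:**
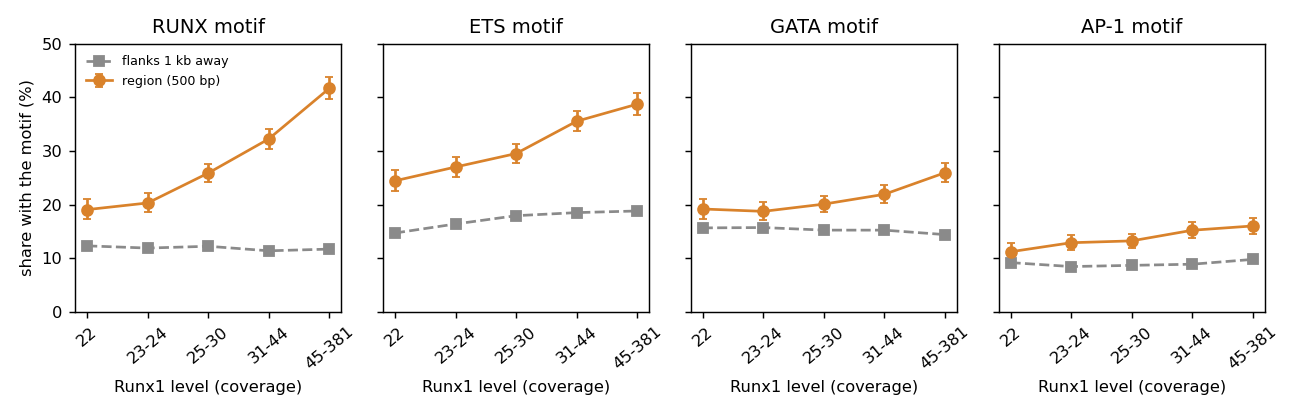
Share of Runx1-bound regions with each motif by Runx1 level, in percent (orange, with 95% Wilson intervals), and the share in flanks 1 kb away (gray). The RUNX motif rises from 19.1% to 41.7% while its flanks stay between 11.4% and 12.3%.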

Further analysis showed that the energy of this motif was strongly correlated with Runx1 binding levels (Figure 5A). Runx1 binding level at occupied regions also correlated with pronounced enrichment of the ETS TF motif CAGGAAG (Figure 5B), while the preponderance of another enriched sequence GATAAG, i.e. the GATA TF motif, was substantially lower (Figure 5C). These findings correspond with the observation that in human megakaryocytic cell lines RUNX1 sequentially cooperate with GATA1/2 and ETS TFs to drive the differentiation program [8]. 

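The ETS motif CAGGAAG, which Fli1 and other ETS factors of megakaryocytes bind, was found in 31.4% (interval 30.6 to 32.3) of the Runx1-bound regions against 17.4% of the flanks (odds ratio 2.17, exact p = 1.4e-178). The GATA motif GATAAG, bound by Gata1 and Gata2, was found in 21.3% (20.5 to 22.0) against 15.2% (odds ratio 1.51, exact p = 4.09e-42). With the core GATAA the call was lost, with 53.6% against 52.4% (1.05, adjusted exact p = 0.0530). Both rose with the Runx1 level, the ETS motif from 24.4% at the lowest to 38.8% at the highest levels (rho 0.110, permutation p = 0.0001) and the GATA motif from 19.2% to 25.9% (rho 0.0591, permutation p = 0.0001). The ETS motif rose in the flanks as well (rho 0.0472, permutation p = 0.0001). In co-bound regions the GATA motif reached 33.3% (30.9 to 35.7), against 19.4% in Runx1-only regions (odds ratio 2.07, exact p = 5.33e-31), and the ETS motif 38.5% against 30.3% (odds ratio 1.44, exact p = 6.46e-10). Within strata of Runx1 level, distance to the TSS and GC content the odds ratio for ETS was 1.25 (interval 1.11 to 1.41), and under 10 kb from a TSS 1.17, with an interval of 0.992 to 1.38 that includes 1. In p300-only regions the shares were 19.2% for ETS and 16.8% for GATA, against 16.4% and 15.7% of their flanks (odds ratios 1.21, exact p = 2.87e-10, and 1.08, exact p = 0.0148). With that core the odds ratio over flanks turned to 0.974 (exact p = 0.293) in Runx1-only and to 0.815 (exact p = 3.83e-18) in p300-only regions. With the core AGGAAG that of p300-only regions did not pass (1.03, exact p = 0.237). The paper relates these motifs to a cooperation of RUNX1 with GATA and ETS factors in human megakaryocytic cell lines.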

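The AP-1 motif TGASTCA, where S stands for C or G, was found in 13.8% (interval 13.2 to 14.47) of the Runx1-bound regions against 8.94% of the flanks (odds ratio 1.63, Fisher's exact test, two-sided, p = 7.2e-41). It was found in 16.1% (14.3 to 18.1) of the co-bound regions, against 8.76% of their flanks, and in 13.5% of the Runx1-only regions, against 8.97%. Between co-bound and Runx1-only regions the odds ratio was 1.23 (exact p = 0.00752). Within strata of Runx1 level, distance to the TSS and GC content it was 1.17, with an interval of 0.997 to 1.37 that includes 1. The share rose from 11.2% at the lowest to 16.0% at the highest Runx1 levels (rho 0.0446 across regions, permutation test, p = 0.0001), the smallest rho of the 4 motifs. Its odds ratio over flanks in Runx1-bound regions was nevertheless above that of the GATA motif (1.63 against 1.51). In windows of 200 bp these were 2.61 and 2.29. In co-bound regions the order was the reverse (2.00 for AP-1 against 2.85 for GATA). The GATA motif is shorter and was found in more of the flanks of Runx1-bound regions (15.2% against 8.94%), so that these odds ratios rank exact matches alone. The paper's result for AP-1 rests on binding energies of weight matrices, which were not computed here. In p300-only regions the share with the AP-1 motif was 10.3% against 8.58% (odds ratio 1.23, exact p = 3.24e-07).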

Interestingly, in sharp contrast to the previously observed co-binding of RUNX1 and AP1 TFs at early megakaryocytic differentiation [8], only poor enrichment in AP1 motif was noted among Runx1 occupied regions of maturating FL-MK (Figure 5D).

**Figure 5:**
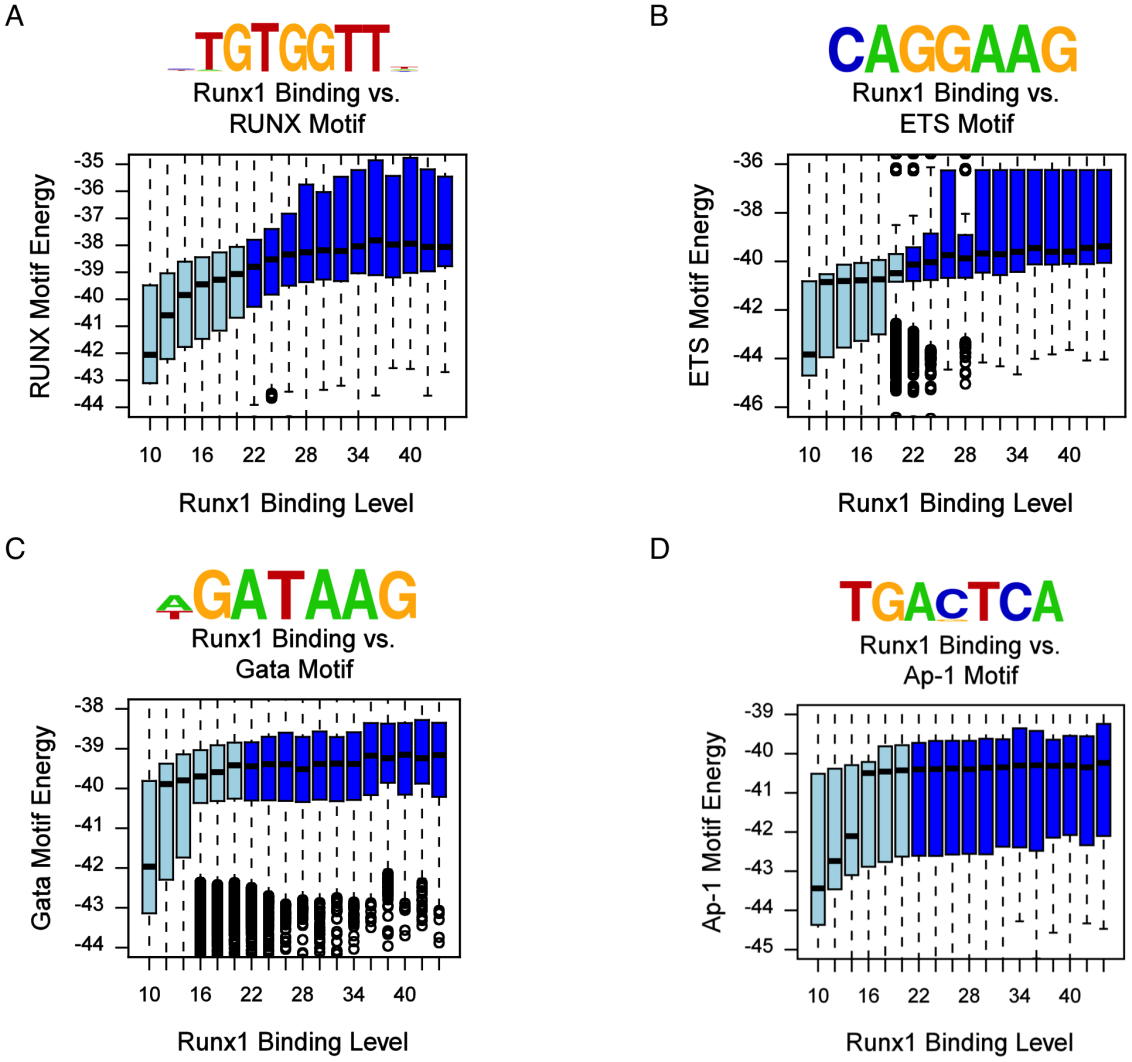
Enrichment of TF motifs in Runx1 bound genomic regions. (A) RUNX motif binding energy is correlated with RUNX1 ChIP-seq occupancy. The indicated RUNX motif was inferred directly from Runx1 occupancy peaks (Methods). Box plots depict the distributions of motif binding energies (Y-axis) in groups of regions with increasing Runx1 ChIP-seq coverage (binding level) (X-axis). The regions that passed the threshold and were thus defined as Runx1 bound are shown in dark blue boxes. The outliers represent values more than 90^th^ percentile. (B) ETS binding motif is correlated with Runx1 ChIP-seq occupancy. An ETS motif was inferred directly from its association with Runx1 bound regions and analysis was conducted as in (A). The correspondence between Runx1 occupancy, GATA and AP-1 motifs binding energies was analyzed as in (A) and is presented in (C) and (D). Box plots depict the distributions of motif binding energies (Y-axis) in groups of regions with increasing Runx1 ChIP-seq readout coverage (X-axis).

### Runx1-mediated transcriptional repression of AP-1 genes

Because upon induction of MK maturation in human cell lines RUNX1 bound and up-regulated the expression of the AP1 TFs *FOS, FOSB* and *JUN*, we assessed the binding of Runx1 to these loci in the maturating FL-MK. ChIP-seq data revealed that *Fos, Fosb* and *Jun* genomic regions, bound by Runx1 in FL-MK (Figure 6A), were by and large similar to those occupied by RUNX1 in early differentiating MK cell lines [8]. However, in maturating MK, the bound Runx1 transcriptionally repressed the AP1 genes as evidenced by the increased expression of *Fos, Fosb* and *Jun* in FL-MK^Runx1−/−^ cells (Figure 6B and Table S1). This finding corresponds with the observation that in MK cell lines, RUNX1 and AP1 are engaged in a regulatory loop [8], manifested in RUNX1-mediated activation at an early stage followed by AP1 gene repression at later stages concomitantly with advancement of the differentiation program.

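Runx1 was bound upstream of Fos and Fosb, genes of AP-1 subunits, without a co-bound region in the windows of Figure 6. At Fos, the region from 86809601 to 86809850 on chromosome 12, 5114 bp upstream of the TSS, had a Runx1 level of 94 and a p300 level of 15, and a p300-only region 18514 bp upstream had a p300 level of 23. At Fosb, Runx1-only regions lay 6607 bp (Runx1 level 114), 10082 bp (27) and 22857 bp (34) upstream of its TSS on chromosome 7. The window of Jun held a co-bound region 104638 bp upstream of its TSS, from 94823451 to 94823650 on chromosome 4, with a Runx1 level of 44 and a p300 level of 19. Runx1-only regions there lay 125663 bp upstream (58), 44438 bp upstream (24) and 11336 bp downstream (24) of a TSS of Jun. Only the mouse ChIP was analysed, so that the regions were not compared with those of the human cell lines.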

**Figure 6:**
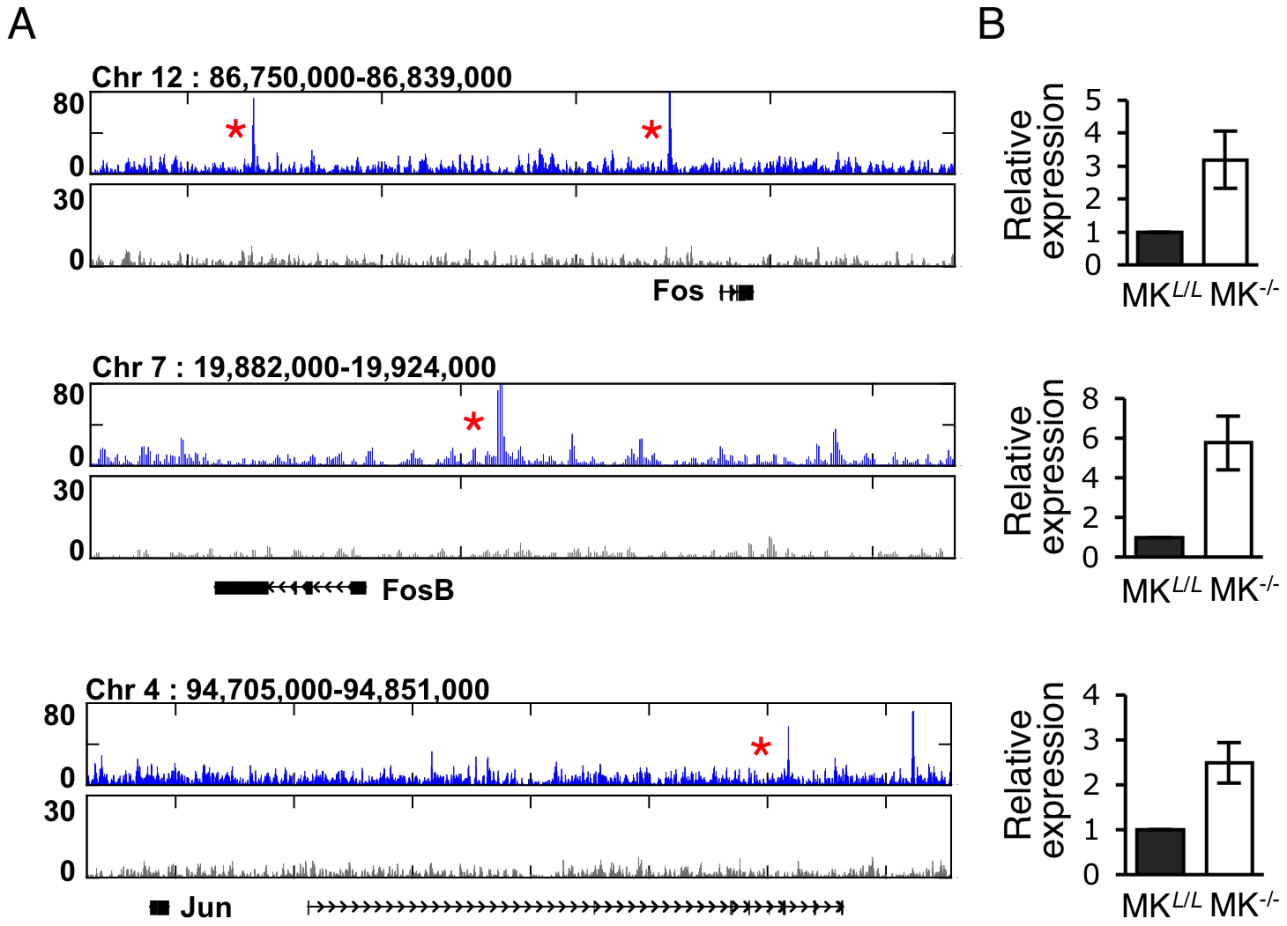
Runx1 down-regulates AP-1 expression in maturating MK. (A) Runx1 binding pattern surrounding genome loci of AP-1 TF. UCSC browser normalized tracks of Runx1 (blue) and non-immune serum (black) ChIP-seq traces surrounding *Fos, Fosb, Jun* and *Junb* loci. Red asterisks mark genomic region that were bound by Runx1 in early stages of MK-cell line differentiation[8]. (B). RT-qPCR analysis of *Fos, Fosb*, *Jun* and *Junb* expression in MK^Runx1*L*/*L*^ (MK*^L^* ^/*L*^) or MK^Runx1−/−^ (MK^−/−^). Data represent the mean ± SD of three independent experiments performed in triplicates. The increased expression of *Fos, Fosb Jun* and *Junb* in MK^Runx1−/−^ (MK^−/−^), relative to MK^Runx1*L*/*L*^ (MK*^L^* ^/*L*^), was significant [*P* = 0.04, 0.004, 0.001 and 0.01, respectively]. PCR primers used are listed in Table S2.

### Transcriptional activity of Runx1/p300-cobound enhancers

To further evaluate the biological relevance of Runx1/p300 co-bound enhancers we examined four evolutionary conserved co-bound regions located at the vicinity of *Nfe2*, *Selp*, *Lrrc32* and *Pde3a* gene loci (Figure 7A). These four genes, which play key roles in megakaryopoiesis and platelet function [19], [32], [33], [34], [35], [36], are among Runx1 regulated genes (Figure 2F&G and Figure 7A). 

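Selp and Lrrc32 had co-bound regions at their cloned fragments. At Selp, a co-bound region from 166065351 to 166065950 on chromosome 1, in an intron 11818 bp downstream of a TSS, had a Runx1 level of 235 and a p300 level of 47, and a Runx1-only region 12443 bp downstream (51) also overlapped the fragment. A further co-bound region lay 5294 bp upstream of the TSS (Runx1 33, p300 21). At Lrrc32, the co-bound region from 105682251 to 105683450 on chromosome 7 had a Runx1 level of 163 and a p300 level of 244. It is 1200 bp long, the longest of all listed regions. It covered 100% of the cloned fragment and reached 96 and 50 bp beyond its ends, whereas the co-bound region at Selp covered 56.6% of its fragment. A p300 level above the Runx1 level, as here, was found in 8.11% of the co-bound regions. That share depends on the unknown library sizes, since the levels of both factors are not on a shared scale. At Nfe2, 0 listed regions overlapped the fragment, and the nearest, a Runx1-only region from 103090501 to 103090700 on chromosome 15 (Runx1 33, p300 4), lay 1644 bp from its midpoint. A p300-only region 83 bp from a TSS of Nfe2 had a p300 level of 21 and a Runx1 level of 20. At Pde3a, 0 listed regions overlapped the fragment, and the window held 2 Runx1-only regions, both with a Runx1 level of 22, of which the nearer lay 43169 bp from the fragment's midpoint. Over the 13 windows of Figures 4, 6 and 7 that were analysed, which leave out Junb, 8 held a co-bound region, 17 regions in all.

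**Figure D4:**
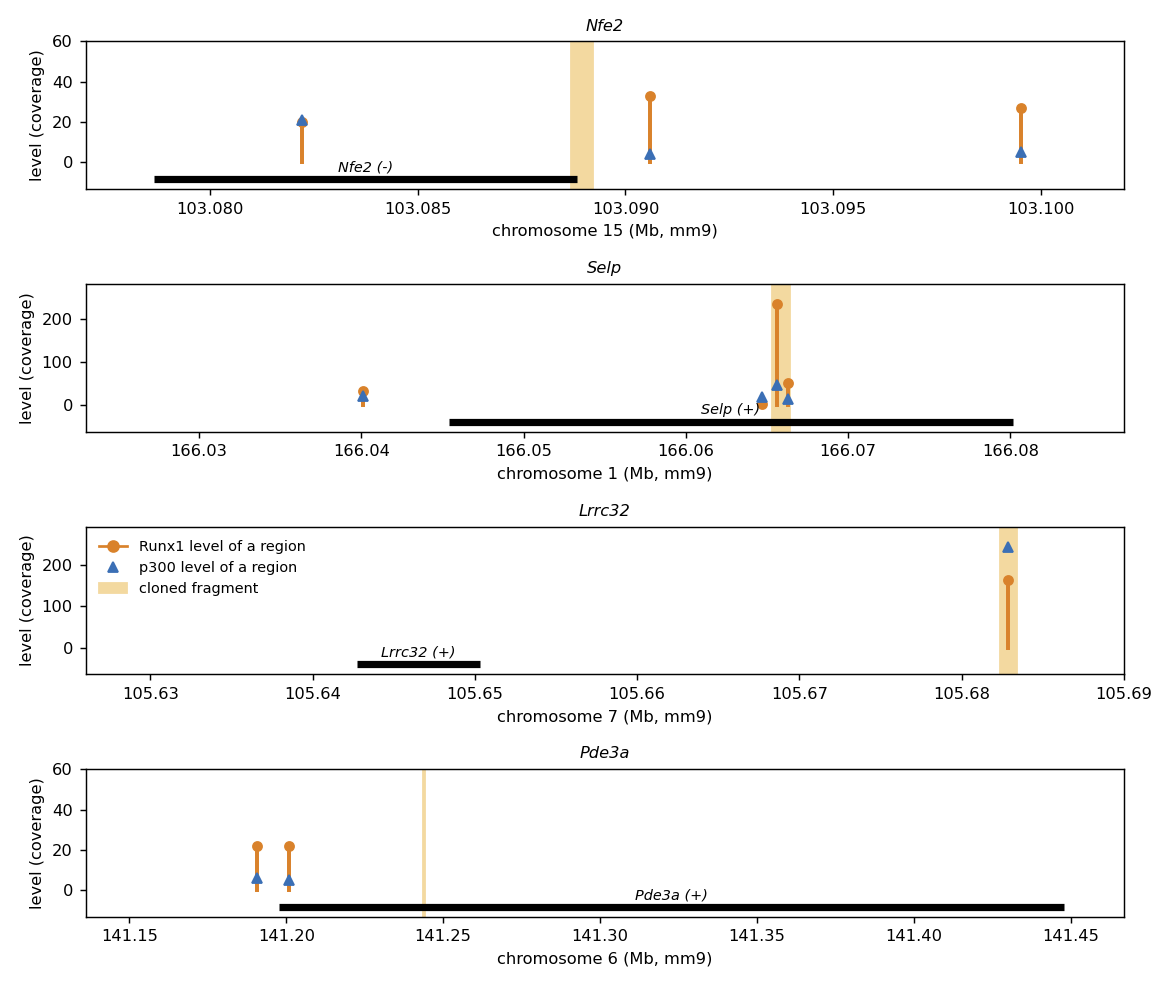
Runx1 level (orange points) and p300 level (blue triangles) of the listed regions, in read coverage, along the windows of Figure 7A in Mb of mm9, with the cloned fragments (shaded) and the genes (black bars, strand in brackets). The Selp and Lrrc32 fragments hold regions with Runx1 levels of 235 and 163, and the Nfe2 and Pde3a fragments hold none.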

Genomic regions shown in Figure 7A were cloned into the pGL4 luciferase-SV40-reporter construct and evaluated by ectopic expression. Following transfection into the megakaryoblastic cell line Meg01, the four regions conferred Runx1-dependent activation of the basal promoter activity (Figure 7A). Two of the regions (*Nfe2* and *Selp*) were also cloned into GFP reporter constructs containing the basal promoter of the Hsp68 gene, which by itself is largely silent and does not confer expression in hematopoietic cells [37]. These constructs were microinjected to fertilized eggs and single cell suspensions derived from FL of transgenic E14.5 embryos were cultured with TPO for 3–5 days, following by evaluation of reporter expression (Figure 7B). Significantly, Runx1-bound, *Nfe2* and *Selp* regulatory regions conferred GFP expression specifically in mature, pro-platelet megakaryocytes (Figure 7C), consistence with the role of these genes in late stages of megakaryopoiesis, platelet synthesis and function.

**Figure 7:**
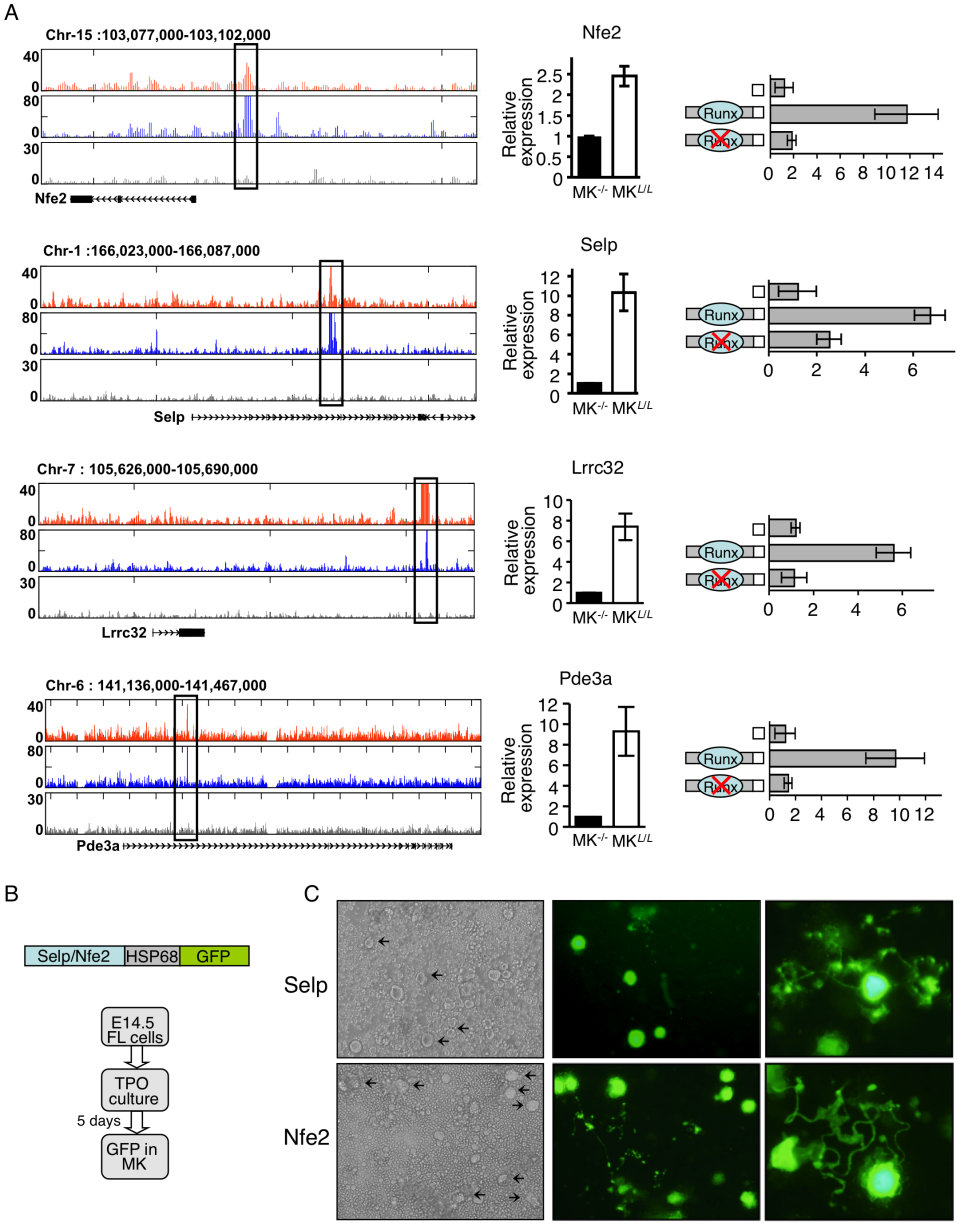
Validation of Runx1/p300 bound megakaryocytic enhancers. (A) Transfection-mutagenesis validation of Runx1 dependent activation of *Nfe2*, *Selp*, *Lrrc32* and *Pde3a* regulatory elements by transfection into megakaryocytic cell line Meg01. Tracks of Runx1 (orange), p300 (blue) and non-immune serum (gray) ChIP-seq traces in maturating FL-MK (left panels). The cloned Runx1/P300 bound regions are marked by quadrangles. RT-qPCR analysis recording expression of the genes in FL-MK^Runx1−/−^ (MK^−/−^), or FL-MK^Runx1*L*/*L*^ (MK*^L^* ^/*L*^) (middle panels). The data represent means ± SD of two experiments performed in triplicates. Dual luciferase reporter assays in transfected Meg01 cells using PGL4.73 vector alone or with the indicated intact/mutated regulatory region. (B) Transgenic analysis of *Selp and Nfe2* regulatory regions. Co-bound Runx1/p300 regulatory regions were cloned upstream of the HSP68 promoter-GFP constructs. FL cells of E14.5 PCR-GFP-positive transgenic embryos were cultured with TPO 50 ng ml^−1^ for 3–5 days before evaluation of GFP expression. (C) Light and fluorescence microscope images of 4-days cultured FL cells derived from E14.5 Selp (15/26 positive embryos) or Nfe2 (11/20 positive embryos) transgenic embryos. Images were produced using an Olympus IX71 microscope with 10×/0.3 (left and middle) and 40×/0.6 (right) objective lenses.

## Discussion

The megakaryopoiesis process leading to production of platelets involves profound cell morphological changes and is transcriptionally regulated at multiple stages. In this study we demonstrated that Runx1 functions as a key regulator in the transcription program driving megakaryocytic maturation and platelet production. This notion is supported by the phenotypic defects of Runx1*^F^* ^/*F*^/Pf4-Cre mice in which Runx1 is inactivated at late stages of megakaryocytic maturation. Genome wide occupancy profile indicated that Runx1 and its transcriptional collaborators, including the co-activator p300, regulate the target genes mostly though binding to distant-acting regulatory elements. Integrated ChIP-seq and differential gene expression analysis identified subset of Runx1 regulated genes bearing functional importance to megakaryocytic maturation and platelet production and provided information about potential cooperating TFs in this process.

### Runx1 mediated transcriptome reflects its crucial role in late stage megakaryopoiesis and platelets production

Analysis of primary FL MK derived from Runx1*^F^* ^/*F*^/Pf4-Cre mice delineated for the first time detailed information about Runx1 mediated expression in advanced stages of megakaryocytic differentiation. To drive this developmental program Runx1 up-regulates genes playing roles in platelets formation and function and represses expression of cell proliferation-inducing genes. Upon loss of Runx1 the program is abrogated leading to aberrant megakaryocytic maturation, sustained proliferation of FL-MK^Runx1−/−^ and thrombocytopenia in Runx1*^F^* ^/*F*^/Pf4-Cre mice. These data underscores the central role of Runx1 in gene expression regulation at late megakaryopoiesis and may provide better understanding of Runx1 associated FPD-AML.

### Characteristics of Runx1 occupancy regions

As noted above, in maturating MK, Runx1-mediated gene expression involved binding of Runx1 to a large number of genomic regions, most of which were remote from TSSs. Interestingly, we found a significant enrichment of Runx1 ChIP-seq peaks within 50 kb surrounding the TSS of up-regulated genes, whereas repressed genes were enriched in regions spanning 70 kb to 130 kb around the TSS. This apparent distance difference between up- or -down regulated genes may suggest that among other parameters the distance of Runx1 bound regions relative to the TSS is contributing to its function in maturating MK.

Sequence analysis revealed that the RUNX motif was highly enriched within the Runx1 bound regions and positively correlated with the Runx1 binding strength as reflected in the number of ChIP-seq reads. Significant correlation was also noted with ETS TF binding motif, which was the second most enriched within the Runx1 bound regions, whereas the GATA motif was enriched to a lesser degree. Using TPA treated K562 cells we have previously found that in early stages of megakaryocytic differentiation the AP-1 TF complexes were the main cooperating partners of RUNX1. Moreover, to drive early differentiation gene expression RUNX1 directly up-regulated the expression of the AP-1 factors FOS, FOSB and JUN, which in turn recruited RUNX1 to *de-novo* binding regions lacking RUNX binding motif [8]. In sharp contrast, in maturating MK Runx1 acts to directly repress Ap-1 and cooperates with Ets TF to drive late stages of MK differentiation and platelets production. This occurrence underscores the dynamics of the megakaryopoietic differentiation program driven by RUNX1 through sequential stage specific cooperation with several collaborating TFs.

### Runx1/p300 co-occupancy in maturating megakaryocytes

Genome wide p300 ChIP-seq in maturating FL-MK yielded thousands of occupied regions predominantly at sites remote from TSS. This pattern corresponds with the previously demonstrated preference of p300 for binding at enhancer regions [17], [38], [39]. More recently, Vahedi et al [40] have demonstrated that p300 binding pattern provides important information for identification of active enhancer regions. Runx1/p300 co-bound regions comprised ∼10% of the Runx1 occupied regions. Nevertheless, this distinct subset of co-bound loci defines a group of genes that are highly important to platelet formation and function. Interestingly, many of these Runx1/p300 co-bound genes did not respond to loss of Runx1. This finding underscores the notion that at a given stage during MK differentiation only a subset of Runx1 bound enhancers is active and the differentiation program proceeds through dynamic interactions of the epigenome with Runx1 and its stage specific collaborating TFs [8]. Thus, not all co-bound genes were differentially expressed in Runx1^−/−^ FL-MK, reflecting the program's dynamics and the above noted stage-heterogeneity of maturating primary FL-MK. Overall, this genome-wide analysis of Runx1/p300 co-bound distant-acting regulatory elements provided important information about the Runx1 mediated transcriptional program during final stages of megakaryocytic maturation.

## Supporting Information

Table S1 **Listed are genes that are >1.8 fold up- or down-regulated in MK^RUNX1−/−^** **relative to MK^RUNX1−^** ^***L*/*L***^ **(** ***P*** **<0.05) and are known to play role in cell proliferation and leukemia, or in megakaryopoiesis and platelet function. PubMed IDs indicating the relevant studies pertained to these genes are indicated.**
(DOC)

Table S2 **listed are the sequence of the various primers used for PCR analyses.**
(DOCX)

# Supplementary material for: Cell-Autonomous Function of Runx1 Transcriptionally Regulates Mouse Megakaryocytic Maturation
**Source:** PLoS One. 2013 May 23;8(5):e64248. doi: 10.1371/journal.pone.0064248
**Supplement:** Table S1 — Listed are genes that are >1.8 fold up- or down-regulated in MKRUNX1−/− relative to MKRUNX1− L/L ( P <0.05) and are known to play role in cell proliferation and leukemia, or in megakaryopoiesis and platelet function. PubMed IDs indicating the relevant studies pertained to these genes are indicated.

**Supporting information**

**Table S1.** **Runx1 responding genes that play role in cell proliferation, megakaryopoiesis and platelet function.**

# Supplementary material for: Cell-Autonomous Function of Runx1 Transcriptionally Regulates Mouse Megakaryocytic Maturation
**Source:** PLoS One. 2013 May 23;8(5):e64248. doi: 10.1371/journal.pone.0064248
**Supplement:** Table S2 — listed are the sequence of the various primers used for PCR analyses.

**Table S2. Sequence of primers used for PCR analyses**

How the deposited data were processed for this re-analysis (not part of the article)

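Runx1, p300 and non-immune serum ChIP-seq was done in maturating megakaryocytes grown from mouse fetal livers with TPO, and each antibody has 1 sample. The file made by the authors lists 21893 regions on mm9, and the deposited values are whole numbers of read coverage, a signal per region for Runx1 and for p300, with the authors' call for each factor. According to the paper, reads were aligned to mm9 with Eland, and the submitters' processing notes name CASAVA 1.6 and Bowtie. For the instrument the paper names the Illumina HiSeq and the sample labels the Illumina GAIIx. Reads were extended to 200 bp and coverage was taken in 50 bp bins, thresholds were percentiles of coverage, and loci with high serum coverage were removed. The paper's wording on multiple reads does not settle how they were treated, and no scaling of the levels to library size is stated. How the 2 repeats that the paper states per ChIP were combined is not stated in its text. Starts and ends were multiples of 50, and the calls split the levels without exception at 22 for Runx1 and 18 for p300. The serum sample enters through the authors' filter alone, reads were not analysed here, and the library sizes are unknown, so that no depth can be given. With 1 sample per antibody no test between samples was possible, and each test describes the lists of regions or genes.

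Regions marked for both factors were called co-bound, and the others Runx1-only or p300-only. Midpoints were placed on the GENCODE mouse annotation M1 (Ensembl release 65, NCBI build 37), with 95458 transcripts, of which 51710 are protein-coding. A midpoint up to 3000 bp upstream of a TSS counted as promoter, and otherwise as exon, intron or intergenic. The reference positions were 100000 random draws, of which 96252 fell on known sequence. For gene lists, each region was assigned to the protein-coding gene with the nearest TSS, over 22219 genes. Motifs were exact matches on either strand in 500 bp around the midpoint, against windows 1000 bp upstream and downstream of it. The paper inferred weight matrices, whereas the motif sequences it prints were searched here.

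Shares were compared with Fisher's exact test, two-sided, and their intervals are 95% Wilson intervals. The overlap was tested with 1000 circular shifts of the p300-bound regions along each chromosome, and the correlation of levels with 1000 shifts of the levels. Differences in median length and spacing, the distribution over chromosomes and the relation of motifs to the Runx1 level were tested with 10000 permutations, and counts of regions per gene with 10000 draws of random genes. A Mantel-Haenszel odds ratio was computed within strata of Runx1 level, distance to the TSS and GC content. Calls were made at p under 0.05, after Benjamini-Hochberg adjustment for lists and motifs. The seed was 20130523, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

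The 14 gene lists, the tests other than those named as added, the alternatives not marked as added and the rule for named genes were fixed before the data were examined. The lists are platelet surface receptors, granule content, cytoskeleton and proplatelet formation, megakaryocyte transcription factors, platelet signalling, AP-1 and immediate early genes, cell cycle, erythroid, granulocyte and macrophage, mast cell, lymphoid, hepatocyte, neuron and muscle, and stem and progenitor genes. The named genes are those the paper names beside ChIP data, the genes of the lists and of Table S1 with a co-bound region, and the 10 regions with the highest level in each class. Effects and fold values of Table S1 were known from the paper. Of its 112 genes, 111 were found in the annotation, and the gene printed as Mare was left out. Alternatives were other overlap rules, regions at or above the median level, merged regions, autosomes only, other TSS sets and promoter lengths, other windows and groups of Table S1, other gene assignments, other motif windows, cores and flanks, means in place of medians, and wider browser windows. Added after the data were seen were all Runx1-bound or p300-bound regions for the correlation of levels, protein-coding transcripts only, the exon ranked before the promoter, a basal domain plus extension rule of gene assignment, and a background of genes nearest to a region of the factor. The tests of explanations for patterns, namely those on coding exons of Runx1 and Runx1t1, on p300-only regions close to the threshold and on motifs within strata, and the ratios of the X chromosome to the autosomes were also added after the data were seen.

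The tests were tried on simulated data. With p300 regions at random places the overlap was called in 0 of 40 runs, and with 500 planted overlaps in 40 of 40. The rank correlation was called in 1 of 40 runs without a correlation and in 40 of 40 at 0.2. The difference in medians was called in 3 of 40 runs without a shift and in 40 of 40 with 50 bp, and the chi-square over chromosomes in 1 of 40 and, at an odds ratio of 1.5 on 1 chromosome, in 39 of 40. Lists of 25 genes were called in 0 of 210 runs at an odds ratio of 1 and in 170 of 210 at 5. The share of a motif was called in 2 of 40 runs with none planted and in 40 of 40 with 10% planted, and its relation to the level in 0 of 40 and 40 of 40. The odds ratio within strata, with a confounder present, was called in 1 of 40 runs at 1 and in 40 of 40 at 2, with a median of 0.982 in place of 1.47 without strata in the former.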

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

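Of the tests on coding exons, those on the fusion of Runx1 and Runx1t1 and on coding exon 5 of Runx1 were chosen after the levels on the exons were seen. These genes stood out because the paper reports no p300 signal on their coding exons, while 4 coding exons of Runx1 (5 of 8 where 2 pieces 1 bp apart are not joined), 9 of Runx1t1 and 14 of Heatr7b1 lay in p300-bound regions.

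Runx1 has 7 and Runx1t1 has 13 coding exons in the transcripts used, and the 13 covered exons had p300 levels of 41 to 311 and Runx1 levels of 2 to 18, and in 1000 shifted lists at most 2 exons of the fusion part were covered. Binding of p300 to chromatin at these exons as a set is argued against by the place of the regions. Their midpoints lay a median of 23.5 bp from the exon midpoint. For 277 other p300-bound regions on exons of such length it was 70 bp (permutation test, p = 0.0087). This does not hold for coding exon 2 of Runx1 (p300 level 250), whose region lay 73.5 bp from the exon midpoint and 69 bp from a TSS of Runx1. RNA or cDNA of the cells' own transcripts is argued against by the genes of the platelet and megakaryocyte lists, with 0.461% of their 1736 coding exons covered. A hypothesis left open is DNA of a spliced RUNX1-RUNX1T1 fusion in the p300 library, which came from the covered exons themselves, so that the counts on the coding exons that the 8;21 translocation joins (2 to 4 of Runx1 and 4 onwards of Runx1t1, 12 of 13 covered) and on the others (1 of 7, Fisher's exact p = 0.00119) restate that coverage and are no evidence for it. That exception, coding exon 5 of Runx1, had the highest level, 311, and is not accounted for by that fusion, whose limits had at an earlier stage been drawn to include it and were then set to those of the translocation. Other spliced DNA of both genes stays open, and reads across exon junctions were not analysed here. Apart from binding of p300 to chromatin, no biological explanation was tested, since the design has 1 condition.

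Heatr7b1, chosen after its values were seen, lies on chromosome 1 from 90123561 to 90158864 and held 30 p300-bound regions, with a highest p300 level of 32, and 6 Runx1-bound regions, of which 3 were co-bound. Of its 42 coding exons, 33.3% lay in p300-bound regions.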

How the results depend on the processing

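Alternatives that used protein-coding transcripts only, the exon ranked before the promoter, all regions of a factor for the correlation, the extension rule or genes nearest to a region of the factor as the background were chosen after the data were seen. Of 205 alternatives to 57 results, 161 kept direction and side of the threshold or, for counts, stayed within 1.5 times of the main value. Of the others, 19 lost and 1 gained the call, 8 were counts that moved beyond that limit, and 16 reversed. The alternative that asked for a minimum overlap relative to the shorter region could not be run, since each listed region carries both calls. No paired analysis was possible because each antibody has 1 sample, and no depth is known. For each change given here the cause was not tested, except where the setting itself lowers a number.

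With regions at or above the median level of the factor, the counts were 5653 Runx1-bound, 6875 p300-bound and 925 co-bound regions, by construction, and the odds ratio for introns no longer passed (0.949, exact p = 0.17). Spearman's rho of the levels, negative over all regions, was 0.157 in co-bound, 0.372 in Runx1-only, 0.198 in p300-only, 0.413 in all Runx1-bound and 0.322 in all p300-bound regions. The spacing of Runx1-only minus p300-only regions was -14025 bp by the median and 4628.4 bp by the mean (permutation p = 0.0934). The odds ratio for exons, under 1 in the main setting, was 1.31 with 1 TSS per gene, 1.09 with protein-coding transcripts (exact p = 0.217) and 1.51 with the exon ranked before the promoter.

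The odds ratio of activated over repressed genes of Table S1 passed the test at 50 kb (2.77, exact p = 0.0325). At 10 kb (1.15, exact p = 0.841) and at 100 kb (1.97, exact p = 0.317) it did not. Among the 16 genes of proliferation and leukemia it was 0.714 within 20 kb and 2.14 at 60 to 100 kb (exact p = 1 for both). Of the 6 lists over-represented among Runx1-only regions, 0 were with genes nearest to a Runx1-bound region as the background, where the odds ratio of platelet surface receptors was 0.189 and that of the cytoskeleton and AP-1 lists, whose genes there all had a Runx1-only region, could not be given. That background says nothing about over-representation, since 91.8% of its other genes have a Runx1-only region and 19 of 19 genes still gave an exact p of 0.397. For p300-only regions the number of lists was 1, and it was 2 with any TSS within 20 kb, 0 within 100 kb, 2 with regions at or above the median level and 0 with genes nearest to a p300-bound region as the background, where the odds ratio of platelet signalling was 0.251 and where the ceiling is alike, with 90.6% of other genes.

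With core motifs, the odds ratio over flanks in p300-only regions was 1.15 for RUNX, 1.03 for ETS (exact p = 0.237) and 0.815 for GATA, and in Runx1-only regions 0.974 for GATA (exact p = 0.293). The GATA motif in p300-only regions lost its call with a window of 1 kb (1.04, exact p = 0.106) and with flanks 5 kb away (1.04, exact p = 0.227). The overlap with p300 stayed above random placement in all 4 alternatives (16.1 to 168 times the mean).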

Differences from the paper's values

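The alternatives with protein-coding transcripts only and with the exon ranked before the promoter were chosen after the values were seen.

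Of the Runx1-bound regions, 8.97% lay over 100 kb from the nearest TSS, and the paper's value is about 20%. All 4 alternatives set before the data were examined also differ from it (8.96% from the nearest edge of the region, 11.0% with 1 TSS per gene, 8.97% with a promoter of 1 kb and 5.47% for regions at or above the median level). For the p300-bound regions the share was 14.4% and the paper's value is about 25%. With 1 TSS per gene it was 17.2%, within 1.5 times of the paper's, and the other 3 alternatives differ (14.4% from the edge and with a promoter of 1 kb, 12.8% for those at or above the median level). With protein-coding transcripts only, chosen after the values were seen, the shares were 15.9% for Runx1 and 24.9% for p300, both within 1.5 times of the paper's.

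In promoters lay 28.7% (3183) of the Runx1-bound regions, and the paper's values are about 12% and 1154. Each of the 4 alternatives differs from both (28.7% and 3183 from the edge, 21.7% and 2407 with 1 TSS per gene, 23.0% and 2555 with a promoter of 1 kb, 31.7% and 1793 for those at or above the median level). For p300 the share was 13.6% and the paper's about 5%, and each of the 4 alternatives differs (13.6%, 10.1%, 9.09% and 16.0% in the same order).

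In introns lay 32.9% (3652) of the Runx1-bound regions, and the paper's values are about 20% and 2067. The share differs in each of the 4 alternatives (32.9%, 36.9%, 35.7% and 34.7%), and the number in 3 (3652, 4088 and 3960), whereas the regions at or above the median level, which are fewer, gave 1959. For p300 the share was 36.8% and the paper's about 20%, and each of the 4 alternatives differs (36.8%, 39.1%, 38.9% and 35.8%).

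In exons lay 3.26% (361) of the Runx1-bound regions, and the paper's values are about 17% and 1696. Each of the 4 alternatives differs (3.26% and 361, 6.32% and 701, 3.78% and 419, 3.63% and 205). For p300 the share was 3.70% and the paper's about 7%. With 1 TSS per gene it was 4.90%, within 1.5 times of the paper's, and the other 3 alternatives differ (3.70%, 4.19% and 3.72%). With the exon ranked before the promoter, chosen after the values were seen, 6.24% of the p300-bound regions were in exons, within 1.5 times of the paper's, and 9.14% of the Runx1-bound, which is not. The paper's 4 numbers of Runx1-bound regions by place add up to 10089, and the list holds 11089.

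The paper shows Srf, Nfe2 and Pde3a as bound by both factors. The list marks no co-bound region in their windows, with a Runx1 level of 31 and a p300 level of 17 at Srf, and 0 regions of any kind overlap the cloned fragments of Nfe2 and Pde3a. With the windows widened by 20 kb, that of Nfe2 held 1 co-bound region. The other named loci of Figures 4 and 7, Zfpm1, Gfi1b, Myh9, Gp1ba, Tln1, Selp and Lrrc32, hold co-bound regions.

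Figure 6A shows, read by eye, a Runx1 peak farther upstream of Fos than any region that the list has in that window, of which the farthest starts at 86796251. Figure 7A's legend gives orange for Runx1 and blue for p300, while at Selp and Lrrc32 the track heights match the listed levels with the colours exchanged. The RUNX motif, in 29.1% of Runx1-only and 11.4% of p300-only regions, and the numbers of bound regions, 11089 for Runx1 and 12283 for p300 as in the paper, favour the labels of the list.

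The paper states that binding near activated genes is enriched within 20 kb and near repressed genes farther away. Activated genes of Table S1 were enriched within 20 kb (3.05 times), and repressed genes at 60 to 100 kb (1.54 times, permutation p = 0.0434), but repressed genes were also enriched within 20 kb, by 2.13 times. The direct comparison of activated with repressed genes did not pass the test within 20 kb (odds ratio 2.02, exact p = 0.102) or at 60 to 100 kb (0.899, exact p = 0.844). Nor did it pass within 10 kb (1.15, exact p = 0.841) or 100 kb (1.97, exact p = 0.317). It passed at 50 kb (2.77, exact p = 0.0325), the window that the paper's Discussion names for activated genes. The window that it names there for repressed genes was not tested. These are the listed genes of Table S1, a part of the responsive genes that the paper used. They were set against all other protein-coding genes, whether expressed in these cells or not. The paper's methods name non-responsive genes for that comparison, so that the folds here and in the paper have unlike references.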

Other observations

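The tests on p300-only regions close to the threshold and the ratios of the X chromosome to the autosomes were chosen after the results were seen, and the comparisons of co-bound with Runx1-only motifs were noticed in the data before they were repeated within strata.

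Genes of platelets and megakaryocytes also stood out among Runx1-only regions. Of the 14 lists, the 6 of platelet, megakaryocyte and immediate early genes were over-represented, from platelet surface receptors with 15 of 30 genes (odds ratio 2.57, adjusted exact p = 0.0387) to platelet signalling with 27 of 35 (8.68, adjusted exact p = 3.25e-08). With any TSS within 100 kb, platelet surface receptors (3.02, adjusted exact p = 0.0838) and granule content (1.55, adjusted exact p = 0.710) did not pass. Neuron and muscle genes, of which 0 of 16 had such a region against 28.1% of other genes, were under-represented (adjusted exact p = 0.0301), a call lost with any TSS within 20 kb (2 of 16, adjusted exact p = 0.527) or 100 kb (adjusted exact p = 0.187) and with regions at or above the median level (0 of 16, adjusted exact p = 0.206). Among p300-only regions, platelet signalling alone passed the test, with 17 of 35 genes (2.50, adjusted exact p = 0.0265), and it did so in this setting alone of those set before the data were examined (1.53, adjusted exact p = 0.562, with any TSS within 20 kb, 1.03, adjusted exact p = 1, within 100 kb, and 2.43, adjusted exact p = 0.0574, at or above the median level). The cell cycle list, with 11 of 21 genes, missed the threshold among Runx1-only regions (2.82, adjusted exact p = 0.0619) and passed it with any TSS within 20 kb (3.47, adjusted exact p = 0.0192) or 100 kb (5.73, adjusted exact p = 0.0290) and at or above the median level (3.99, adjusted exact p = 0.00894).

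The X chromosome held few called regions of both factors. Runx1-bound regions numbered 0.833 per Mb on X and 4.57 per Mb on the autosomes, a ratio of 0.182 (interval 0.154 to 0.216), and p300-bound regions 0.518 and 5.09 per Mb, a ratio of 0.102 (0.0822 to 0.126). Calls were made at the same levels on every chromosome, and the read coverage and copy number of X in these cells are not known. The ratios thus cannot tell fewer binding sites from lower coverage on X. The split between Runx1-only and p300-only regions differed between chromosomes (chi-square 139, permutation test, p = 0.0001, the smallest that 10000 permutations can give), with the largest odds ratio for Runx1 on X (1.96, adjusted exact p = 7.87e-05) and, among autosomes, on chromosome 11 (1.46, adjusted exact p = 3.31e-09). The median distance to the nearest region of the same class was 43550 bp for Runx1-only, 57575 bp for p300-only and 229975 bp for co-bound regions, and by the mean the order of the former 2 turned, with a difference of 4628.4 bp (permutation p = 0.0934).

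Co-bound regions had the GATA motif more often and the RUNX motif less often than Runx1-only regions. Within strata of Runx1 level, distance to the TSS and GC content, the odds ratio for the GATA motif was 2.06 (interval 1.81 to 2.35) and for the RUNX motif 0.477 (0.412 to 0.552), so that these 3 properties together do not account for the difference. Over 10 kb from any TSS the odds ratio for GATA was 2.23 (1.86 to 2.68), which argues against CpG-rich promoters as its source. At Runx1 levels of 22 to 24, 30.3% of the co-bound and 18.2% of the Runx1-only regions had the GATA motif, and 9.65% and 20.4% the RUNX motif. A hypothesis left open, for which no other ChIP was analysed here, is that p300 joins Runx1 where GATA factors bind and that Runx1 may be held at part of these regions without a RUNX motif of its own.

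Most p300-only regions had levels at or just above the threshold. Of those with a level of 18 to 20, 9.71% were in promoters against 5.93% of shifted regions (permutation test, p = 0.001, the smallest that 1000 shifts can give), which argues against coverage placed without regard to genes as the source of all of them. Runs of 20 bp or more of alternating purines and pyrimidines were found in 9.06% of them, above the 4.62% of their flanks but too few to be the source of most. The share was 13.1% in p300-only regions at levels of 21 to 30 and 0.690% at 31 or more. In co-bound regions it was 1.22%, against 4.26% of their flanks. At levels of 18 to 20 the share with the ETS motif was 1.19 times that of the flanks, below the ratio of 2.23 in co-bound regions. In p300-only regions at higher levels the ratio was no higher, with 1.09 at 21 to 30 and 0.857 at 31 or more. Neither passed Fisher's exact test (p = 0.19 and p = 0.659). Runx1-only regions, which have no p300 call, had a ratio of 1.74. As a set these p300-only regions thus differ from co-bound regions in the ETS motif. Since p300-only regions at higher levels differ as well, this does not bear on how close a level is to the threshold. A mixture of p300-bound elements and of regions that reached the threshold by chance may remain, which these tests leave open.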
